# Growth Stimulatory Effects and Genome-Wide Transcriptional Changes Produced by Protein Hydrolysates in Maize Seedlings

**DOI:** 10.3389/fpls.2017.00433

**Published:** 2017-03-30

**Authors:** Chiara Santi, Anita Zamboni, Zeno Varanini, Tiziana Pandolfini

**Keywords:** biostimulant, ionomic analysis, hormone metabolism, maize, microarray analysis, protein hydrolysates, root, transport

## Abstract

Protein hydrolysates are an emerging class of crop management products utilized for improving nutrient assimilation and mitigating crop stress. They generally consist of a mixture of peptides and free amino acids derived from the hydrolysis of plant or animal sources. The present work was aimed at studying the effects and the action mechanisms of a protein hydrolysate derived from animal residues on maize root growth and physiology in comparison with the effects induced by either free amino acids or inorganic N supply. The application of the protein hydrolysate caused a remarkable enhancement of root growth. In particular, in the protein hydrolysate-treated plants the length and surface area of lateral roots were about 7 and 1.5 times higher than in plants treated with inorganic N or free amino acids, respectively. The root growth promoting effect of the protein hydrolysate was associated with an increased root accumulation of K, Zn, Cu, and Mn when compared with inorganic N and amino acids treatments. A microarray analysis allowed to dissect the transcriptional changes induced by the different treatments demonstrating treatment-specific effects principally on cell wall organization, transport processes, stress responses and hormone metabolism.

## Introduction

The availability of mineral nutrients in the soil represents one of the most important limiting factors for crop productivity which is therefore highly dependent on the vast use of fertilizers (Tilman et al., 2002). However, excessive application of fertilizers as well as agrochemicals is causing severe environmental problems resulting in massive ecological degradation throughout the world (Tilman et al., 2002) Hence, the improvement of crop nutrient use efficiency that could reduce the use of fertilizers without any penalty on productivity, is worldwide an important goal (Baligar et al., 2001).

In this scenario, biostimulants are an emerging class of crop management products aiming at the mitigation of crop stress and improvement of nutrient assimilation (Halpern et al., 2015). The European Biostimulant Industry Council (EBIC) define these products as “materials which contain substance(s) and/or microorganisms whose function when applied to plants or the rhizosphere is to stimulate natural processes to benefit nutrient uptake, nutrient use efficiency, tolerance to abiotic stress, and/or crop quality, independently of its nutrient content” (http://www.biostimulants.eu). The emerging biostimulants market is estimated to grow of 10.4% from 2016 to 2021, reaching a value of 2.91 billion USD and an area of application of 24.9 million hectares by 2021 (http://www.marketsandmarkets.com/search.asp?Search=biostimulants).

A variety of biostimulant compounds are available in the market (reviewed in Calvo et al., 2014). They are classified as microbial inoculants, humic substances, fulvic acids, protein hydrolysates and amino acids, and seaweed extracts. These formulations are usually composed by different molecules and therefore their effect can be the result of many components that may work synergistically. The positive effects of biostimulants on plants include: yield increase (Ertani et al., 2009), increase of abiotic stress tolerance (Zhang et al., 2003; El Hadrami et al., 2010) and nutrient assimilation (Varanini and Pinton, 1995; Canellas et al., 2002), enhancement of fruit quality (Masny et al., 2004; Karakurt et al., 2009) and soil microbial activity (Chen et al., 2002). Their positive influence on plant growth is not due to a direct fertilization effect because they are active at very low concentration (Calvo et al., 2014). They indeed exhibit auxin-like and gibberellin-like activities and thus they are thought to function as signaling molecules (Ertani et al., 2009, 2013).

The protein hydrolysates have been proven to stimulate root growth and leaf biomass of several crops. du Jardin (2015) reviewed various effects resulting from the application of these compounds to crops. Direct effects on plants include modulation of N uptake and assimilation by regulation of enzymes involved in N metabolism and by acting on the signaling pathway of N acquisition in roots (Ertani et al., 2009, 2013). They can also regulate enzymes of the TCA cycle, contributing to the interplay of C and N metabolisms (Schiavon et al., 2008). Protein hydrolysates can improve plant antioxidant defense against free radicals thus mitigating environmental stress (du Jardin, 2015). They are also known to increase microbial biomass and activity, soil respiration and soil fertility (du Jardin, 2015). The application of protein hydrolysates can modify the morphology of the roots, facilitating nutrient uptake as a consequence of the increased absorptive surface area (Ertani et al., 2013). Moreover, the chelating and complexing activities of specific amino acids and peptides in the substrates are supposed to enhance nutrients availability and acquisition by roots (Colla et al., 2014).

In perspective of a circular economy, the use of protein hydrolysates can contribute to environment protection. Indeed, protein hydrolysates are generally produced from industrial and agricultural organic waste, turning them into high value-added products and, at the same time, reducing the costs derived from their disposal.

Although the effects of protein hydrolysates on crop performance have been documented, the scientific basis of their action has partially been elucidated mainly due to the complex nature of these products. The present work aims at shedding light on the effects and the action mechanisms of a commercial protein hydrolysates. The product used in this work is obtained by chemical hydrolysis of animal by-products and consists of a mixture of small peptides and a low percentage of free amino acids. We assessed the effects of the protein hydrolysates on maize root growth in comparison with the effects produced by an equal amount of N supplied either as a free amino acids mixture mimicking the biostimulant composition, or as N inorganic compound (NH_4_H_2_PO_4_). It is noteworthy that free amino acids are also included among the biostimulant compounds (Calvo et al., 2014). In order to elucidate the mechanisms underlying the effects observed in the root apparatus, root micro- and macro-nutrient accumulation was evaluated. Furthermore, we performed a transcriptome analysis that allowed identifying differential gene expression patterns in maize roots in response to the different forms of N supply highlighting global changes in gene transcription across multiple metabolic processes.

## Materials and methods

### Plant materials and growth conditions

Maize seeds (P0423 Hybrid, Pioneer Italia S.p.A.) were soaked in water for 24 h and germinated in the dark on wet filter paper for 72 h. The seedlings were then transferred to plastic pots containing 2 L of a 0.05 mM CaSO_4_ solution and grown for 24 h under a 16/8 h light/dark regime at 22–26°C, 40–50% relative humidity, 125 μE m^−2^s^−1^ light intensity. Each pot contained 12 seedlings that were grown in a diluted nutrient solution (Pinton et al., 1999) containing 100 mM MgSO_4_, 5 μM KCl, 200 μM K_2_SO_4_, 175 μM KH_2_PO_4_, 400 μM CaSO_4_, 25 μM NH_4_H_2_PO_4_, 2.5 μM H_3_BO_3_, 0.2 μM MnSO_4_, 0.2 μM ZnSO_4_, 0.05 μM CuSO_4_, 0.05 μM NaMoO_4_, 2 μM Fe-EDTA and supplemented with either protein hydrolysates (SICIT2000 S.p.A.) or inorganic nitrogen (NH_4_H_2_PO_4_) or a mixture of free amino acids mimicking the amino acids content of the protein hydrolysates (see also Results and Discussion section for treatment description). In all the treatments, the total N amount was kept constant at 5.65 or 11.3 mgL^−1^. After 3 days, roots of 24 seedlings for each treatment (protein hydrolysate, inorganic N and free amino acids) at 5.65 or 11.3 mgL^−1^ total N dose were collected for further analysis. The experiment was run three times obtaining three independent biological replicates.

### Phenotypic analysis of maize seedlings

Primary, seminal and lateral root average length was evaluated using ImageJ software. For the measurement of lateral roots length, the 10 longest roots per plant were considered. Primary, seminal and lateral root total length and surface area were measured with the aid of WinRHIZO™ scanner and automated software (Arsenault et al., 1995).

### Macro- and micro-nutrients quantification

The nitrogen concentration of the root samples was determined using the EA-IRMS Delta V (Thermo Fisher Scientific). The calibration curve for %N determination in dried tissues was performed using atropine (%*N* = 4.84).

Other macro- and micro-nutrients were quantified by ICP-MS analysis. Dried root samples (about 5 mg) were weighted and digested in a TFM microsampling insert using 250 μl of 69% ultrapure HNO_3_. Three inserts were put into 100-ml oven vessel containing 10 ml of water (milliQ, 18.2 M cm) and 1 ml of 30% H_2_O_2_. In addition, 5 mg of the following reference material were digested: NIST 1515 (apple leaves). Sample digestion was performed using a microwave oven (Milestone StartD® microwave). A 20-min ramping period was used to reach a digestion temperature of 180°C, which thereupon was maintained for 20 min. At the end, sample were diluted with water (milliQ, 18.2 M cm) to a final concentration of 3% HNO_3_. Multi-elemental analysis was carried out using the Agilent 7500cx ICP-MS (Agilent). The instrument was tuned using tuning solution (Agilent tuning solution 1 ppb) in a standard mode checking the sensitivity of masses ^7^Li, ^89^Y, and ^205^Tl and the oxide and double charged ion levels (<2%). Each macro- and micronutrient were quantified using a multi-element standard solution.

### RNA extraction and microarray analyses

Total RNA was isolated from plants treated with protein hydrolysates, inorganic N and free aminoacid mixture at the highest N concentration (11.3 mgL^−1^) using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich) and quantified by spectrophotometry using NanoDrop™ 1000 (Thermo Scientific). RNA quality was evaluated using Agilent 2100 Bioanalyzer (Agilent). For each sample, the reactions of cRNA synthesis and labeling were carried out using 200 ng of total RNA and the Low Input Quick Amp Labeling Kit, One-Color (Agilent) and Cyanine 3 (Cy3)-CTP fluorescent dye according to the Agilent technical manual (http://www.agilent.com). Cy3-labeled cRNA (1.65 μg) of each sample was hybridized on a custom 4x44K Agilent array according to manufacturer's manual for 17 h at 65°C and scanned on Agilent G2565CA Microarray Scanner System (Agilent). Array hybridizations and washing were performed according to manufacturer's manual (One-Color Microarray-Based Gene Expression Analysis—Low Input Quick Amp Labeling—Protocol). Each “subarray” allow analyzing the expression of 39,372 maize transcripts predicted from the B73 reference genome (ftp://ftp.gramene.org/pub/gramene/maizesequence.org/release-5b/). Probe design was performed using Agilent eArray (http://www.genomics.agilent.com). Complete description of chip is available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the series entry (GPL22578). Feature intensities were extracted using Agilent's Feature Extraction Software 10.5.1.1 (Agilent). The hybridization data all samples were normalized using the value of the 75th percentile. Differentially expressed transcripts between Bio vs. N, Aa vs. N, and Bio vs. Aa were identified through Student's *t*-test using MeV software (http://mev.tm4.org/#/welcome) setting with the following parameters: *p*-value based on permutation with critical *p*-value of 0.01 and adjusted Bonferroni correction. Differentially expressed transcripts were filtered on the basis of fold changes value (|FC|≥2). All microarray expression data are available at the GEO (http://www.ncbi.nlm.nih.gov/geo) under the series entry (GSE89535).

### Quantitative RT-PCR analysis

For the quantitative RT-PCR (qRT-PCR) we used the same RNA samples extracted as described above. Three cDNA samples derived from 3 independent RNA samples were analyzed. DNase treatment and reverse transcription were performed as described in Molesini et al. (2014). cDNA amplification and PCR cycling conditions and product dissociation curve were also performed as indicated in Molesini et al. (2014). Data from qRT-PCR experiments were analyzed according to the 2^−ΔΔCt^ method. The list of primers adopted for qRT-PCR is reported in Supplementary Table 1. *UBCE* gene, coding for ubiquitin-conjugating enzyme, was used as reference gene (Manoli et al., 2012).

## Results and discussions

### Protein hydrolysates and free amino acids display different stimulatory effects on root growth

To investigate the effects of protein hydrolysates, we grew maize seedlings for 72 h after the emergence of the primary root in a N-free nutrient solution supplemented with the protein hydrolysate (Bio), inorganic nitrogen (NH_4_H_2_PO_4;_N) or a mixture of amino acids (Aa) mimicking the composition in amino acids of the protein hydrolysate. The protein hydrolysate is a liquid formulate derived from the hydrolysis of cow connective tissue, a by-product of tanning industry. It contains 30% (w/w) organic matters (C), 11.3% (w/w) total nitrogen (N), 10% (w/w) organic N, of which 62.5% (w/w) total amino acids and 10% (w/w) free amino acids (the detailed amino acids composition is summarized in Supplementary Table 2). The molecular weights of the peptides present in the protein hydrolysates range from 1,500 to 2,000 Da. To evaluate the dose response and the relative effects of Bio treatment on roots and shoots, we supplied the seedling with increasing doses of the biostimulant from 0.001 to 0.1 mlL^−1^. The growth of the shoots was not affected by the treatments, whereas the protein hydrolysate at 0.05 and 0.1 mlL^−1^ promoted the growth of the roots (Supplementary Figure 1). To analyze the effects of Bio treatments in terms of their contribution to N supply in the growth medium, we compared the root growth of maize seedlings treated with Bio at 0.05 and 0.1 mlL^−1^ and seedlings treated with equivalent amounts of total N (5.65 and 11.3 mgL^−1^, respectively) supplied either as inorganic N (NH_4_H_2_PO_4_) or free Aa. The Aa treatment consisted of a mixture of free amino acids identical in composition and concentration to the amino acids present in the protein hydrolysates described in Supplementary Table 2. Both Bio treatments induced root growth (Figures 1A–C), this effect was particularly evident for the lateral roots whose average length was approximately 2 and 3 times higher than that of seedlings supplied with 5.65 and 11.3 mgL^−1^ inorganic N, respectively. Also the Aa treatments showed the capacity to promote root growth compared to N. The effect was detectable in the primary and seminal roots at the higher Aa concentration, whereas the average length of lateral roots was increased also with the lower concentration (Figures 1A–C). Interestingly, the protein hydrolysates, containing only 10% of free amino acids, had always a stronger effect on root growth than a treatment consisting of free amino acids only.

**Figure 1:**
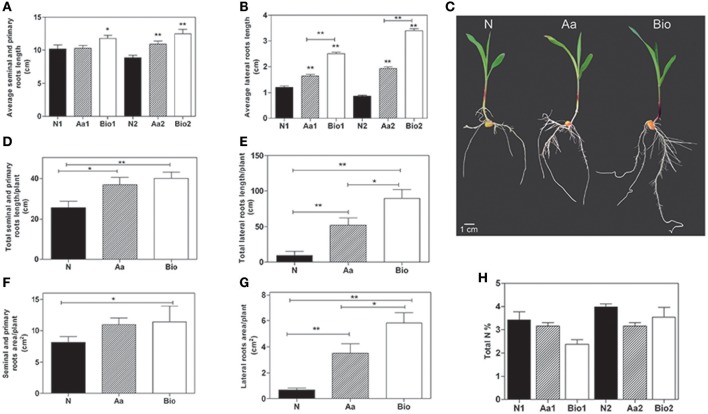
**Phenotypic analysis of maize roots after 3 days of treatment with inorganic nitrogen (N), amino acids (Aa), or protein hydrolysates (Bio)**. Average seminal and primary root length **(A)** and average lateral root length **(B)** of seedlings treated with protein hydrolysates (0.05 and 0.1 mlL^−1^) and seedlings treated with equivalent amounts of total N (5.65 and 11.3 mg L^−1^, respectively) supplied either as inorganic nitrogen (N) or as a mixture of free amino acids mimicking the composition in amino acids of the protein hydrolysate product. Root length was evaluated using ImageJ software (http://imagej.net). For lateral root length determination, the 10 longest roots were chosen manually. **(C)** Representative maize seedlings from N2, Aa2, and Bio2 treatments. Total length of seminal and primary roots **(D)**, total length of lateral roots **(E)**, total surface area of primary and seminal roots **(F)**, and total surface of lateral roots **(G)** of seedlings treated with a concentration of protein hydrolysates, free amino acids and inorganic nitrogen equal to11.3 mgL^−1^ of total N measured with WinRHIZO™ software. **(H)** Total N content in roots of seedlings treated with protein hydrolysates, free amino acids and inorganic N at two doses. In **(A,B,H)** N1, Aa1, and Bio1 refer to the lowest N dose (5.65 mg L^−1^) and N2, Aa2, and Bio2 refer to the highest one (11.3 mg L^−1)^. The average values are reported. Bars represent the standard error (SEM) [*n* = 24, except for data in **(H)**, where *n* = 3], if not otherwise specified, Student's *t*-test was applied vs. N-treated plants, ^*^P < 0.05; ^**^P < 0.01.

A rapid and efficient growth of root apparatus can be advantageous during the first phases of seedling emergence after sowing, increasing the seedling capacity to absorb water and mineral elements (Lynch, 1995). Therefore, we calculated the total root length and area per plant of seedlings subjected to the different treatments using the WinRHIZO™ apparatus. The total length of both primary and seminal and lateral roots per plant was significantly higher in Bio (0.1 mlL^−1^) and Aa-treated seedlings than in those supplied with N (Figures 1D–G). The most striking effect was observed as expected, on total lateral root length. Considering the total surface area of the primary and seminal roots per plant, the highest value was measured in the Bio-treated seedlings, whereas the Aa treatment was ineffective (Figure 1F). The total surface area of the lateral roots increased by ~3 and 5-fold in Aa and Bio-treated seedlings, respectively as compared with seedlings treated with N (Figure 1G). Collectively, these results demonstrate the marked promoting effect of low doses of Bio on lateral root development; this effect is superior to that produced by free amino acids and inorganic N treatments equalized for N content.

To assess whether the effects of protein hydrolysate and free amino acids were due to increased N accumulation, we determined the total N concentration in roots of seedlings treated with Bio, N and Aa and N at two doses, corresponding to the addition of 5.65 and 11.3 mgL^−1^ N, respectively. The total N concentration in Bio-, Aa-, and N-treated roots did not differ (Figure 1H).

### Protein hydrolysates increase the uptake of specific nutrients

To study the effects of Bio and Aa on root nutrient accumulation, we quantified the macro- and micro-nutrient concentrations in the roots of seedlings treated with Bio, N, and Aa; in all the treatments, the total N supply was equal to 11.3 mgL^−1^ (Figure 2). The root concentration of Ca, Mg, Na, and P did not show statistically significant variations irrespectively from the treatment applied (Figure 2). Among the macronutrients, only K concentration was significantly increased in Bio- and Aa-treated seedlings compared with N-treated ones (Figure 2). Regarding the micronutrients, the concentration of Fe and Mo was not modified by the different treatments, whereas Cu, Mn, and Zn concentrations increased Bio-treated roots, but not in Aa-treated roots. The strongest effect of the Bio treatment was observed for Mn whose concentration was more than 8-fold higher in Bio-treated than in N-treated roots (Figure 2). The increased level of K in roots treated with organic N might be related to its function in maintaining ion balance and stabilizing cellular pH. The improved accumulation of Cu, Mn, and Zn in protein hydrolysate-treated roots might be the result of a specific action on metal trasporters (see Section Transport Processes) or the consequence of the peptide metal binding capacity that might facilitate nutrient availability.

**Figure 2:**
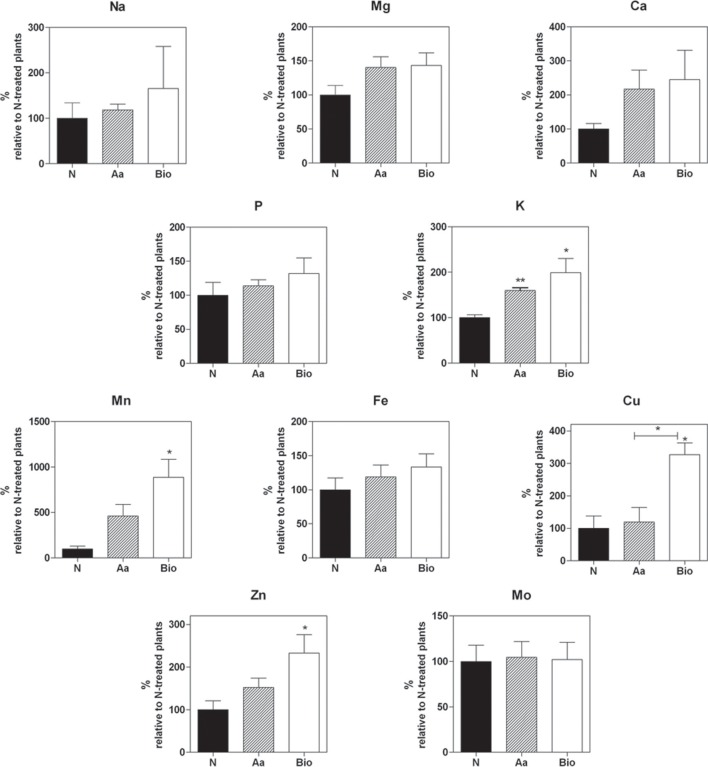
**Concentrations of macro- and micro-nutrients in the roots of seedling treated with protein hydrolysate, free amino acids and inorganic N**. Mg, K, Mn, Fe, Cu, Zn, Na, Ca, Mo, P root concentration was measured by means of high throughput inductively coupled plasma-mass spectroscopy (ICP-MS). In all the treatments, the total N supply was equal to 11.3 mgL^−1^. The nutrient concentrations are expressed as percentage of concentrations measured in seedlings treated with inorganic nitrogen. The average values are reported. Bars represent the standard error (SEM) (*n* = 3). If not otherwise specified, Student's *t*-test was applied vs. N-treated plants, ^*^P < 0.05; ^**^P < 0.01.

### Global changes in the root transcriptome in response to protein hydrolysates and free amino acids

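RNA from roots of maize seedlings treated for 3 days with the protein hydrolysate (Bio), free amino acids (Aa) or inorganic N (N), with total N at 11.3 mg per litre in each solution, was hybridized on 9 one-colour (Cy3) microarrays. Each treatment had 3 arrays, each with RNA from the roots of 24 seedlings, and each array carried 1 probe for each of 39372 transcripts. The authors deposited the intensity of every spot after subtraction of the background and correction of trends across the array, without scaling between arrays. They also deposited a table in which these intensities were multiplied by 1 factor per array, which brought the 75th percentile of every array to the same value. The levels given for single transcripts are log2 intensities relative to the 75th percentile of the same array, which lay between 617.1 and 962.1 intensity units. Between 29974 and 32309 transcripts were well above background on the N arrays (median 32268), between 30628 and 31277 on the Aa arrays (median 31014) and between 27019 and 30962 on the Bio arrays (median 30620). No spot was saturated, and the 5.68% of spots that the scanner software marked as outliers were left out of the test but kept in the levels of single transcripts and in the medians over lists. The treatments were compared with limma in a single fit over the 9 arrays, and a transcript was past the threshold at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 2. With 3 arrays against 3, a two-sided exact permutation test cannot give a p below 0.1, and 10% of unchanged transcripts separate the arrays of 2 treatments without overlap. Where a transcript was well above background on no array of a treatment, the difference is given as at least a certain fold: the mean of the brighter treatment over the mean, across the arrays of the dimmer treatment, of the lowest signal well above background on that array or the probe's own signal, whichever was higher. Each of the 3 slides held 1 array of each treatment, and each treatment took the same position on every slide, so that position and treatment cannot be told apart.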

The transcriptional changes in maize roots subjected to 3-day treatment with Bio, N, or Aa were analyzed by means of genome-wide microarray hybridization analysis. For this aim, we used an Agilent chip that allowed to analyse the expression of 39,372 among the predicted maize transcripts (Schnable et al., 2009; Release 5b; http://www.maizesequence.org/index.html).

Differentially expressed transcripts between roots supplied with different N forms were identified through a *t*-test (adjusted *p*-value ≤ 0.01 and |FC| ≥ 2). 

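Limma called 0 transcripts in Aa vs. N, 0 in Bio vs. N and 0 in Bio vs. Aa, out of 38453, 38553 and 38619 transcripts with a fit. The smallest adjusted p of limma was 0.175, 0.461 and 0.790, respectively. At an unadjusted p below 0.05 there were 2828, 2717 and 1896 transcripts, where chance alone gives 1923, 1928 and 1931. When the fit included a block for the slide, there were 3903, 3813 and 2954, and limma again called 0 in each comparison. With an unadjusted p of at most 0.01 in limma and a fold change of at least 2, 602 transcripts were found in Aa vs. N (270 higher and 332 lower in Aa), 410 in Bio vs. N (174 and 236) and 203 in Bio vs. Aa (155 and 48). At the same limits without adjustment, the methods' t-test gave 225, 102 and 57 transcripts, and after Benjamini-Hochberg adjustment it gave 0 in each comparison. Its p was taken here from the t distribution, whereas the paper states a p based on permutation and an adjusted Bonferroni correction, which were not repeated. A fold change of at least 2 with no overlap between the arrays, a criterion chosen after the values were seen, was met by 1518, 909 and 664 transcripts. Arrays without overlap were found for 14.6, 10.8 and 12.7% of all transcripts, where chance gives 10%. In data simulated for 39372 transcripts, with independent noise for each transcript and array, this criterion was met by 654 unchanged transcripts in Aa vs. N, 629 in Bio vs. N and 670 in Bio vs. Aa. Other splits of the same 6 arrays into 3 and 3 gave 154 to 1110, 452 to 1906 and 302 to 1758. An excess over the simulated numbers therefore does not settle an effect of treatment. In the same simulated data, limma called 43, 46 and 49 of the 100 transcripts changed by a log2 fold change of 2, and 85, 80 and 79 of the 100 changed by 4. The paper's lists hold 995, 587 and 431 transcripts, and every listed transcript met the criterion of fold change and no overlap, whereas 523, 322 and 233 transcripts that met it were not listed. The direction printed in the list was that on the arrays for 963, 587 and 383 listed transcripts. Of the listed transcripts, 781, 493 and 318 had an unadjusted p below 0.05 in limma, and 653, 303 and 142 were well above background on all 6 arrays compared. With the adjusted p computed over the list alone, 3, 10 and 0 listed transcripts were past the threshold; this is not independent evidence, since the lists were chosen on these arrays. The median log2 fold change of all transcripts moved most under the normexp background correction fitted on all spots, to -0.49, -0.35 and 0.16, so changes under it are given relative to that median. Limma called 0 transcripts under it, with 661, 552 and 72 at an unadjusted p below 0.05. With the normexp fit on negative controls, added after the data were seen, limma also called 0, with 2876, 6792 and 2427 at an unadjusted p below 0.05.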

The analysis revealed that 995 transcripts were differentially expressed between Aa- and N-treated (Supplementary Table 3), 587 between Bio- and N-treated roots (Supplementary Table 4) and 431 between Bio- and Aa-treated roots (Supplementary Table 5) (Figure 3A), indicating high dissimilarity between the three transcriptional profiles. Moreover, 79 transcripts were differentially expressed both in the comparisons Aa vs. N and Bio vs. Aa, 51 were in common between Bio vs. Aa and Bio vs. N and 190 between Bio vs. N and Aa vs. N (Figure 3A) (Supplementary Tables S3–S5). 

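Limma called 0 transcripts in any pair of comparisons, and 956 transcripts had an unadjusted p below 0.05 in both Aa vs. N and Bio vs. N, 518 in both Aa vs. N and Bio vs. Aa, and 624 in both Bio vs. N and Bio vs. Aa, each including the 55 in all 3 comparisons. At an unadjusted p of at most 0.01 and a fold change of at least 2 in limma, 154 transcripts were shared by Aa vs. N and Bio vs. N alone, 38 by Aa vs. N and Bio vs. Aa alone, and 49 by Bio vs. N and Bio vs. Aa alone, with 3 more in all 3 comparisons. By fold change and absence of overlap, the transcripts shared by only these pairs numbered 354, 144 and 118, with 6 more in all 3 comparisons. The 10% that separate by chance refer to absence of overlap alone in 1 comparison, and give no chance value for these shared numbers. Under the methods' t-test at an unadjusted p of at most 0.01 they numbered 17, 5 and 4. The comparisons with N share the 3 N arrays, which makes their fold changes alike without any effect of treatment. The log2 fold changes of Aa vs. N and Bio vs. N had a correlation of 0.597 across transcripts, which are not independent replicates. In 100 simulations of unchanged treatments in which each transcript's deviations were shuffled separately, the correlation was 0.476 to 0.523, and when the deviations of whole arrays were shuffled it took values from -1 to 1. A fold change of at least 2 in both comparisons against N was found for 1130 transcripts, against 623 to 727 in the first kind of simulation and 237 to 2490 in the second.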

Only two transcripts were differentially expressed in all the three comparisons (Supplementary Tables S3–S5). 

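The transcripts in all 3 of the paper's lists were GRMZM2G413263_T01 and AC197054.3_FGT002. GRMZM2G413263_T01 was well above background on 3 N arrays, no Aa array and 1 Bio array, and its signal was at least 1.74-fold lower in Aa than in N. Its log2 fold change in Bio vs. N was -1.52 (standard error 0.51, adjusted p = 0.683 from limma), which became -0.96 without Bio replicate 3. AC197054.3_FGT002 was well above background on 2 N arrays and on no array of Aa or Bio, which puts it at least 1.73-fold lower in Aa and at least 1.18-fold lower in Bio than in N. Between Bio and Aa no fold change can be given for either transcript, since neither was well above background on any Aa array, and on the Bio arrays the first was on 1 and the second on none. The criterion of fold change and no overlap was met in all 3 comparisons by 6 transcripts. The 10% that separate by chance in 1 comparison is not the chance value for these. In limma, 0 transcripts were past the threshold in all 3 comparisons, 55 had an unadjusted p below 0.05 in each, and 3 met an unadjusted p of at most 0.01 and a fold change of 2 in each. The 3 transcripts, named here after their values were seen, are GRMZM2G118821_T01, with log2 fold changes of 4.85 in Aa vs. N, 2.06 in Bio vs. N and -2.79 in Bio vs. Aa, GRMZM2G429955_T01 (-3.22, 6.61 and 9.83) and GRMZM2G414192_T01 (-3.20, 3.42 and 6.62). These values rest on the unmarked spots, of which the latter 2 had 1 in Bio and 2 each in Aa and N, and the first 2 each in Aa and Bio. With every spot kept they were 5.30, 3.07 and -2.23 for the first, -2.19, 3.99 and 6.19 for the second and -2.45, 1.72 and 4.17 for the last, and the arrays overlapped in Bio vs. Aa for the first, in Aa vs. N for the second and in both comparisons with N for the last. The methods' t-test gave 0 in all 3 comparisons, with and without adjustment.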

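On the arrays, the level of the peptide transporter transcript GRMZM2G347457_T01 was -1.94 ± 0.81 (SD, n = 3) in N, -3.26 ± 0.37 in Aa and -3.74 ± 0.89 in Bio. Nicotianamine aminotransferase (GRMZM2G096958_T01, well above background on 2 of the 3 N arrays) had levels of -6.34 ± 1.60, -2.18 ± 0.54 and -3.86 ± 1.12, respectively. For nicotianamine synthase 2 (GRMZM2G030036_T01, also well above background on 2 of the 3 N arrays) the levels were -4.42 ± 1.34, -0.12 ± 0.84 and -2.89 ± 2.02. The transcript for the glycine-rich cell wall structural protein, GRMZM2G024996_T01, lay at 4.34 ± 0.54, -1.64 ± 2.37 and 0.067 ± 2.33. Chlorophyll a-b binding protein 2 (GRMZM2G429955_T01) had a level of -1.35 ± 1.57 in N, -3.55 ± 3.22 in Aa, where 2 of the 3 arrays were well above background, and 2.64 ± 1.85 in Bio. Only 1 Bio array held an unmarked spot for it, and on the unmarked spots limma gave a log2 fold change of 9.83 (standard error 0.78, adjusted p = 0.790) in Bio vs. Aa; with the marked spots kept the difference was 6.19. The qRT-PCR reference, a ubiquitin-conjugating enzyme transcript (GRMZM2G027378_T01), had levels of 5.68 ± 0.12, 5.72 ± 0.13 and 5.69 ± 0.052, and 6 of its 9 spots were marked as outliers. With every spot kept, it differed by 0.036 between Aa and N and by 0.0088 between Bio and N, less than its spread between arrays. On the unmarked spots the difference between Aa and N was -0.087 (standard error 0.35, adjusted p = 1.00 from limma), 0.027 without N replicate 1 and 1.31 relative to the median of all transcripts under the normexp fit on all spots. The qRT-PCR measurements were not analysed here.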

The transcriptional profile of 5 differentially expressed transcripts (*GRMZM2G347457_T01, GRMZM2G096958_T01, GRMZM2G429955_T01, GRMZM2G030036_T01*, and *GRMZM2G024996_T01*, coding respectively for peptide transporter, nicotianamine aminotransferase1, chlorophyll a-b binding protein 2, nicotianamine synthase 2, glycine-rich cell wall structural protein genes) was validated through qRT-PCR (Supplementary Figure 2). The annotation of all the up- and down-regulated transcripts was hand-curated, assigning them a “Gene Ontology” (GO) biological process term on the basis of a BlastP analysis. The transcripts were then grouped in main functional categories. In all the comparisons about 50% of the transcripts encode proteins with an unknown function and were assigned to the “biological process” class (Figure 3B, Supplementary Tables S3–S5). 

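In the paper's lists, 43.5% of the 995 transcripts of Aa vs. N, 46.5% of the 587 of Bio vs. N and 46.9% of the 431 of Bio vs. Aa carry the term biological process. On the arrays, the median size of the log2 fold change of these transcripts was 1.37, 1.37 and 1.35, against 1.42, 1.38 and 1.40 for the other listed transcripts. They were dimmer: 56.6, 44.3 and 26.7% of them were well above background on all 6 arrays compared, against 72.6, 58 and 38.4% of the others.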

The other most abundant categories are “regulation of biological process,” “organic substance metabolic process” and “cellular metabolic process.” Interestingly, the transcripts belonging to “response to stress” were highly represented in Aa vs. N comparison while they were less abundant in Bio vs. Aa and Bio vs. N. Noticeably, the “nitrogen compound metabolic process” category was poorly represented, whereas the transcripts related to cellular transport (“establishment of localization”) were quite abundant.

**Figure 3:**
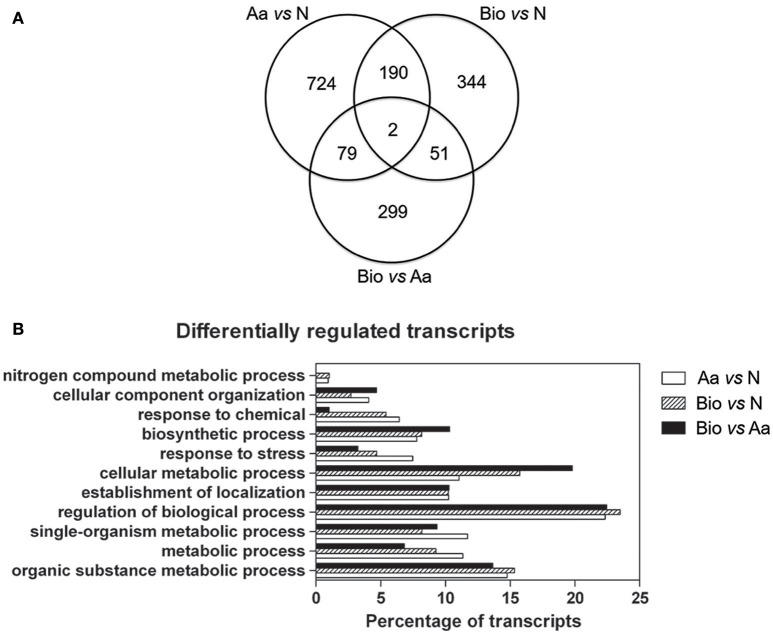
**Distribution of differentially regulated genes in the three comparisons and main functional categories of differentially expressed transcripts. (A)** Venn diagrams showing the shared and the specific differentially regulated transcripts in the different treatments (|FC| ≥ 2; adjusted *p*-value ≤ 0.01). **(B)** Distribution of differentially regulated transcripts in the three comparisons Bio vs. Aa, Bio vs. N and Aa vs. N grouped into main functional categories. For each functional category, the transcript percentage is calculated on the total of the differentially expressed transcripts minus those belonging to the “biological process” category.

#### Transcription factors

The “regulation of biological process” category included several transcripts encoding transcription factors (TFs). We identified 61 TF transcripts in the Bio vs. N, 35 in Bio vs. Aa and 89 in the Aa vs. N comparisons (Supplementary Tables S3–S5).

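The lists hold 88, 60 and 32 transcripts with the term regulation of transcription in Aa vs. N, Bio vs. N and Bio vs. Aa, respectively. Limma called 0 of them in each comparison; 67, 51 and 20 had an unadjusted p below 0.05, and adjusted over the list alone, which is not independent evidence, 0 were past the threshold in each. The methods' t-test gave 9, 4 and 0 at an unadjusted p of at most 0.01 and 0 after adjustment. All of the listed transcripts met the criterion of fold change and no overlap. So did every transcript of the paper's lists, and this is not independent evidence either. Against N, 36 were higher in Aa and 52 lower, with a median log2 fold change of -1.06 and a range from -2.93 to 2.96. Of those in Bio vs. N, 26 were higher and 34 lower, and in Bio vs. Aa 24 were higher and 8 lower. Under the normexp fit on all spots, 2 of the 86 with a value in Aa vs. N and 6 of the 60 in Bio vs. N changed direction relative to the median of all transcripts, and under the fit on negative controls 1 in each did. Well above background on no array of either treatment were 3, 3 and 10 of them.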

Concerning the distribution of these transcripts in TF gene families, *AP2-EREB, bHLH, MYB, WRKY, NAC* were the most represented families (Figure 4). Recently, *AP2-EREBP, bHLH, MYB*, and *WRKY* TF families have been shown to participate in the response to nutrient stress playing a major role in controlling regulatory network related to root development and N-deficiency response (Zhao et al., 2005; Rushton et al., 2012; Takehisa et al., 2013; He et al., 2016). Tai et al. (2016) also reported that members of some of these TF families were differentially expressed in primary, crown and seminal roots of maize, suggesting functional specialization of the different root types.

**Figure 4:**
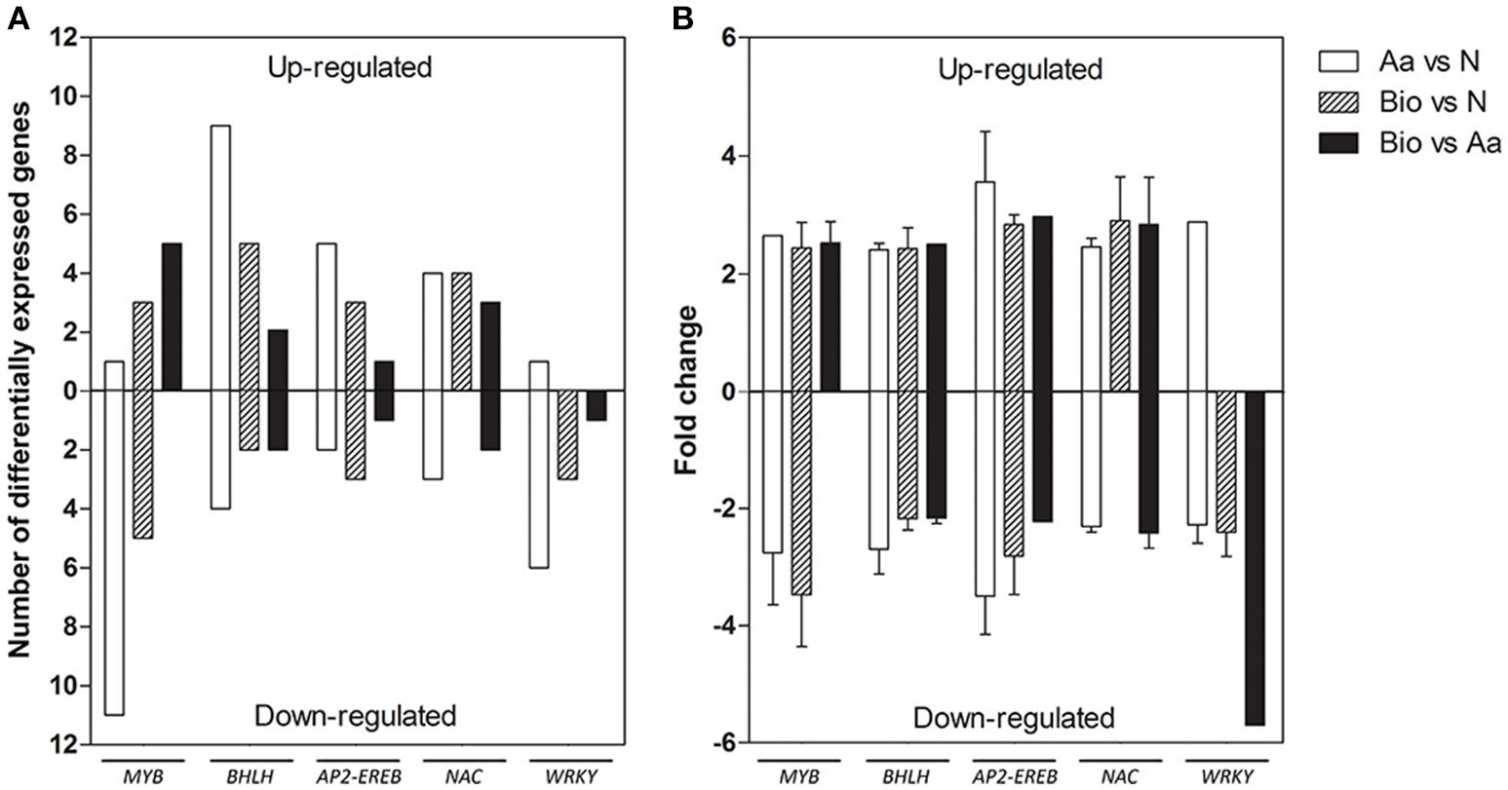
**Differentially expressed genes belonging to the most represented transcription factors families detected in the three comparisons, divided into up- and down-regulated. (A)** Number of differentially expressed genes. **(B)** Expression fold change. The data reported are means of FC values ± SD calculated for each transcription family except for those transcription factor families comprising a single transcript.

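On the arrays, 5 of the 7 AP2-EREB transcripts listed in Aa vs. N were higher in Aa (median log2 fold change 1.22) and 2 were lower (median -1.78). Of the 6 in Bio vs. N, 3 were higher in Bio (median 1.46) and 3 lower (median -1.50), of which 1 turned round under the normexp fit on all spots, and in Bio vs. Aa 1 was higher and 1 lower. Of the WRKY transcripts, 6 of 7 were lower in Aa than in N (median -1.24), 3 of 3 were lower in Bio than in N (median -1.20), and the single transcript of Bio vs. Aa was at least 1.39-fold lower in Bio, where it was well above background on no array, directions that none of the scalings tried changed. Limma called 0 transcripts of either family, with 4, 4 and 1 AP2-EREB and 7, 3 and 1 WRKY transcripts at an unadjusted p below 0.05 in Aa vs. N, Bio vs. N and Bio vs. Aa. Adjusted over the list alone, which is not independent evidence, 3 WRKY transcripts of Aa vs. N were past the threshold and 0 in the other comparisons and in the AP2-EREB family. On all 6 arrays of their comparison, 4, 3 and 0 AP2-EREB and 6, 2 and 0 WRKY transcripts were well above background.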

*AP2-EREB* transcripts were both up- and down-regulated in the different comparisons, whereas those encoding *WRKY*s were mostly down-regulated in all the three comparisons. A member of *AP2-EREB* family, preferentially expressed in coleoptile nodes during maize root development, plays a role in the formation of crown roots (Muthreich et al., 2013). *PLETHORA2* in Arabidopsis (*baby boom1*, the homolog in maize) encodes another AP2-EREBP TF required for the formation of root stem cells (Aida et al., 2004). *AP2-EREBP* and *WRKY* family were proven to be involved in the differential root response to N limitation of two Chinese maize inbred lines (Chen et al., 2015). *WRKY* transcripts were also induced in rice root after N, P, and K deficiency (Takehisa et al., 2013).

MYB proteins are important regulator of different physiological processes in plants, including development, metabolism and responses to environmental stresses (Li et al., 2015). 

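The 5 MYB transcripts listed in Bio vs. Aa were all higher in Bio, but 3 of them were well above background on no array of either treatment, so that no fold change can be given for these. Among those of Aa vs. N, 11 of 12 were lower in Aa (median -1.34), and these 11 were also all lower in Bio than in N, with a median of -0.57. The shared N arrays give such values without any effect of Bio: in simulated unchanged treatments, 87.6% of the transcripts with a fold change of 2 and no overlap in Aa vs. N had the same direction in Bio vs. N, with a median size of 1.36 in the first comparison and 0.70 in the second. When whole arrays were shuffled, the share with the same sign among transcripts with a fold change of 2 in both took values from 0 to 100%. Relative to the median of all transcripts, 1 of the 12 changed direction under the normexp fit on all spots, and 1 under the normexp fit on negative controls, which was added after the data were seen. Of the 8 transcripts of Bio vs. N, 3 were higher and 5 lower in Bio, and 1 changed direction under each normexp fit. Limma called 0 in each comparison and gave an unadjusted p below 0.05 for 11, 7 and 4 in Aa vs. N, Bio vs. N and Bio vs. Aa; adjusted over the list alone, which is not independent evidence, 0 were past the threshold.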

In our work, a large number of *MYB* transcripts were modulated in response to the different N sources, resulting all up-regulated in the comparisons Bio vs. Aa, whereas in the comparison Aa vs. N, 11 members of this family were down-regulated. Some members of MYB family in *Arabidopsis* and rice regulate lateral root development and modulate auxin-mediated progression of lateral root development (Dai et al., 2012; Gibbs et al., 2014). MYB TFs can also respond to N deficiency; a member of this family in cucumber showed a rapid induction after N deprivation and functions in ethylene and auxin signaling (Zhao et al., 2015). Interestingly, these results well fit with the enhanced lateral growth in roots of Bio-treated seedlings (Figure 1C).

Gene family encoding bHLH TFs was largely up-regulated in all the three comparisons. This TF family is implicated in the control of various biological pathways, including the plant response to nutrient deprivation (Yang et al., 2016). 

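On the arrays, 10 of the 14 bHLH transcripts listed in Aa vs. N were higher in Aa (median log2 fold change 1.23), and 5 of 7 were higher in Bio than in N (median 1.33). In Bio vs. Aa, 1 of 4 was higher in Bio and 3 were lower (median -1.16), whereas the fold changes printed in the paper's list have 2 higher and 2 lower. None of the scalings tried changed the direction of those with a value, which for Aa vs. N were 13 of the 14. On all 6 arrays of their comparison, 12, 6 and 1 bHLH transcripts were well above background. Limma called 0 in each comparison, with 10, 7 and 2 at an unadjusted p below 0.05; adjusted over the list alone, which is not independent evidence, 0 were past the threshold.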

A rice bHLH family member (OsPTF1) mediates tolerance to P deprivation in rice (Yi et al., 2005). Another member of this family plays an important role in adaptation to the P- and N-starvation in *Triticum aestivum* regulating genes involved in the uptake of P and N (Yang et al., 2016).

Several *NAC* transcripts were also differentially modulated in all three treatments. 

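Of the 7 NAC transcripts listed in Aa vs. N, 4 were higher in Aa (median log2 fold change 1.26) and 3 lower (median -1.22). All 4 listed in Bio vs. N were higher in Bio (median 1.45), although 2 of them were lower relative to the median of all transcripts under the normexp fit on all spots. In Bio vs. Aa, 4 of 5 were higher in Bio (median 1.46). On all 6 arrays of their comparison, 4, 2 and 1 NAC transcripts were well above background. The medians of Bio vs. N and Bio vs. Aa therefore rest in large part on signals near background. With limma, 0 were past the threshold in each comparison and 5, 4 and 3 had an unadjusted p below 0.05; adjusted over the list alone, which is not independent evidence, 0, 2 and 0 were.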

A variety of *NAC* members isolated from different species participate in both biotic and abiotic stress signaling pathways enhancing drought and salt stress tolerance (Liu et al., 2014; Su et al., 2015). Lu et al. (2015) analyzed the function of 7 maize NAC demonstrating their role in ABA-dependent abiotic stress responses. Interestingly, a NAC member of *Populus tremula x Populus alba*, is implicated in roots response to N deficiency, probably regulating root growth under low N conditions (Wei et al., 2013). Similarly, *NAC29* in *Arabidopsis* showed an elevated expression after N deprivation, and it was also responsive to chronic low N (Peng et al., 2007).

An interesting TF gene family is that of the LATERAL ORGAN BOUNDARIES domain (LBD) proteins. Intriguingly, every transcript belonging to this family was down-regulated in all the pairwise comparisons (*AC149818.2_FGT009* and *GRMZM2G092542_T01* in Bio vs. N; *GRMZM2G092483_T01* in Bio vs. Aa; *GRMZM2G092542_T01, AC234149.1_FGT002, AC149818.2_FGT009* and *GRMZM2G073044_T01* in Aa vs. N) (Supplementary Tables S3–S5). These proteins display high functional diversity including regulation of lateral root formation and N metabolism (Xu et al., 2016). 

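AC149818.2_FGT009 had a level of 1.80 ± 0.53 (SD, n = 3) in N, 0.49 ± 0.38 in Aa and 0.48 ± 0.77 in Bio, with log2 fold changes of -1.31 in Aa vs. N (standard error 0.42, adjusted p = 0.515 from limma) and -1.33 in Bio vs. N (standard error 0.42, adjusted p = 0.683). AC234149.1_FGT002 was well above background on all 3 N arrays and on no Aa array, and was at least 5.27-fold lower in Aa. This bound depends on single N arrays: the difference of the signals, -2.93 on the log2 scale, was -2.25 without N replicate 3 and -3.96 without N replicate 1. The transcript was also well above background on no Bio array and at least 3.44-fold lower in Bio than in N, with overlapping arrays. GRMZM2G073044_T01, with 4 of its 6 spots marked as outliers, had a log2 fold change of -1.76 in Aa vs. N from 1 array of each treatment, so that its standard error of 0.45 and adjusted p of 0.659 in limma come from the other transcripts alone; with all spots kept it was -1.13. GRMZM2G092483_T01 fell by 1.12 on the log2 scale in Bio vs. Aa (standard error 0.38, adjusted p = 0.790 from limma), from 2.46 ± 0.40 to 1.34 ± 0.71, and without Bio replicate 1 the log2 fold change was -0.76. In each of these comparisons except Bio vs. N for AC234149.1_FGT002, the 3 arrays of the treatment with the lower level lay below the 3 arrays of the other. None was past the threshold of limma.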

In *Arabidopsis*, LBD16, LBD18, and LBD29 regulate lateral root organogenesis acting on auxin signaling pathway (Feng et al., 2012). The maize LBD protein RTCS (down-regulated in Aa vs. N and Bio vs. N) the closest homologs of AtLBD16/29, is involved in seminal and shoot-borne root initiation (Taramino et al., 2007). Moreover, lateral root emergence requires LDB-dependent activation of EXPANSIN (Kim and Lee, 2013). 

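The transcript GRMZM2G092542_T01, which the maize gene table for assembly Zm-B73-REFERENCE-NAM-5.0 also calls rtcs, had a level of -2.65 ± 0.91 (SD, n = 3) in N and -4.39 ± 0.077 in Aa. In Bio it was -4.98 ± 0.85, with 2 of the 3 arrays well above background. Its log2 fold change was -1.74 in Aa vs. N (standard error 0.52, adjusted p = 0.481 from limma) and -2.32 in Bio vs. N (standard error 0.52, adjusted p = 0.550), and every Aa and Bio array lay below every N array. With each array left out in turn, the first stayed between -2.00 and -1.21 and the second between -2.64 and -1.80.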

Members of the LBD family were shown to negatively regulate genes involved in response to N limitation in *Arabidopsis* (Rubin et al., 2009).

Finally, two members of TEOSINTE BRANCHED1/CYCOIDEA/PROLIFERATING CELL FACTOR (TCP) family were up-regulated in the comparisons Bio vs. N (*GRMZM2G180568_T01*) and Bio vs. Aa (*GRMZM2G060319_T01*). 

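Both TCP transcripts were near the background: GRMZM2G180568_T01 was well above it on 1 of the 3 Bio arrays and on no N array, and GRMZM2G060319_T01 on 1 of the 3 Bio arrays and on no Aa array. GRMZM2G180568_T01 was at least 1.30-fold higher in Bio than in N, and its signals gave an adjusted p of 0.683 in limma. Under the normexp fit on all spots, its log2 fold change relative to the median of all transcripts was 0.00075. For GRMZM2G060319_T01 the background leaves no lower bound above 1 for the fold change in Bio vs. Aa. Its adjusted p in limma was 0.790, and in both transcripts each Bio array lay above each array of the other treatment.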

A member of this family (TCP20) expressed in root tips and vascular tissue of *Arabidopsis*, was shown to modulate lateral root growth in response to N supply and to regulate the nitrate transporter NRT1.1 expression (Guan et al., 2014).

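Of the 88 transcripts for the regulation of transcription listed in Aa vs. N, 82 changed in the same direction in Bio vs. N, 32 of them by a fold change of at least 2. Among the 60 listed in Bio vs. N, 56 changed in the same direction in Aa vs. N, 29 of them by a fold change of at least 2. In simulated unchanged treatments, the N arrays shared by both comparisons gave the same direction to 87.6% of transcripts chosen in Aa vs. N and to 87.4% of those chosen in Bio vs. N by fold change and no overlap. The difference between the responses is tested by Bio vs. Aa in the same limma fit, which called 0 transcripts of either list, with 12 and 10 at an unadjusted p below 0.05. The median of Bio minus Aa was -0.59 for the transcripts higher in Aa than in N and 0.46 for those lower, on the log2 scale; as both lists were chosen on differences from N on these arrays, such a move towards N arises in part from the choice.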

Overall, this analysis may suggest that the different N sources produce different effects on root growth and metabolism by distinct modulation of TFs involved in the control of root development and N availability.

#### Cell wall components

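Among the transcripts of the cell wall and of cellular component organization in Table 1, 11 were higher and 7 lower in Aa than in N, with log2 fold changes from -5.98 to 2.49; 1 of them was higher on the arrays and is printed as lower in the paper. For Bio vs. N, 2 were higher and 4 lower, and in Bio vs. Aa 3 were higher and 4 lower. By limma 0 were past the threshold in each comparison, 14, 6 and 5 had an unadjusted p below 0.05, and adjusted over the list alone, which is not independent evidence, 5, 3 and 0 were past the threshold. By the methods' t-test the numbers were 4, 1 and 0 at an unadjusted p of at most 0.01 and 0 after adjustment. Relative to the median of all transcripts, 1 of the 17 transcripts of Aa vs. N with a value changed direction under the normexp fit on all spots. On all 6 arrays of their comparison, 16, 4 and 3 transcripts were well above background.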

In the present work, we found numerous differentially expressed genes belonging to “cellular component organization” category in all the pairwise comparisons (18 in Aa vs. N, 6 in Bio vs. N and 7 in Bio vs. Aa) (Table 1). Almost all the differentially expressed transcripts of this category encode extensins, expansins, pectinesterases, Casparian strip membrane proteins, xyloglucanendotransglucosylases/hydrolases, and glycine-rich cell wall structural proteins. In particular, the transcript *GRMZM2G024996_T01*, coding for a glycine-rich cell wall structural protein (GRP), showed the highest level of down-regulation in Bio vs. N (-19) and Aa vs. N (-63). This transcript showed high homology with a *Petunia hybrida* gene encoding GRP1 that is expressed during cell expansive growth and repressed during lignification (Condit, 1993). 

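GRMZM2G024996_T01 had a log2 fold change in Aa vs. N of -7.44 (standard error 1.75, adjusted p = 0.452 from limma) on the spots not marked as outliers, which left 1 N array and 2 Aa arrays. With every spot kept the difference was -5.98. For Bio vs. N the log2 fold change was -4.37 (standard error 1.65, adjusted p = 0.683 from limma), or -4.27 with every spot kept, and it was -3.48 without Bio replicate 3 and -5.68 without Bio replicate 2. Each Aa and each Bio array lay below each N array, and between Bio and Aa the arrays overlapped.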

Genes involved in cell wall remodeling can regulate root growth and lateral root formation. Transcripts coding for expansins were modulated in all the three comparisons. It is well documented that these enzymes loosen the network of wall polysaccharides, allowing turgor-driven cell enlargement (Cosgrove, 2000). In addition, two transcripts for root Casparian strip proteins were up-regulated specifically in Aa vs. N. These proteins apparently regulate the transition of the lateral root primordia from flat to rounded morphology during root development (Lucas et al., 2013). 

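Table 1 lists 2 expansin transcripts in each comparison, 1 higher and 1 lower. In Aa vs. N the lower one had a log2 fold change of -1.02, and the other was well above background on no array of either treatment, so that no fold change can be given. Their log2 fold changes in Bio vs. N were 1.04 and -1.27. In Bio vs. Aa 1 was at least 1.34-fold higher in Bio, being well above background on 1 Bio array and no Aa array, and the other had a log2 fold change of -1.72. Under the normexp fit on all spots both of Aa vs. N were lower in Aa relative to the median of all transcripts. The threshold of limma was passed by 0 in each comparison, with an unadjusted p below 0.05 for 1, 2 and 2, and adjusted over the list alone, which is not independent evidence, 1, 2 and 2 were past the threshold. On all 6 arrays of their comparison, 1, 1 and 0 were well above background.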

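The 2 transcripts for Casparian strip proteins had log2 fold changes of 1.16 and 1.55 in Aa vs. N, under every scaling tried in the same direction, and both were well above background on all 6 arrays. Both were also higher in Bio vs. N, with a median log2 fold change of 0.71, where simulated unchanged treatments that share the N arrays gave a median of 0.70 for transcripts chosen in Aa vs. N. The difference between the treatments, Bio vs. Aa, had a median of -0.64; limma called 0 of the 2 in this comparison and gave 1 an unadjusted p below 0.05. Limma also called 0 in Aa vs. N, with 2 at an unadjusted p below 0.05 and 2 past the threshold when adjusted over the list alone, which is not independent evidence.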

Four and one transcripts coding for xyloglucanendotransglucosylases/hydrolases were differentially expressed in Aa vs. N and Bio vs. Aa, respectively. These enzymes play an important role in the remodeling of the xyloglucan/cellulose framework in the wall during cell growth and differentiation (Hara et al., 2014). Similarly, pectinesterase enzymes (modulated in Aa vs. N and Bio vs. N) are involved in the process of cell wall extension.

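Of the 4 transcripts for xyloglucan endotransglucosylases/hydrolases in Aa vs. N, 2 were higher in Aa, at 1.49 and 1.71 on the log2 scale, and 2 were lower, at -1.15 and -1.45. The transcript of Bio vs. Aa was lower in Bio (-1.13). These values come from transcripts well above background on all 6 arrays. Those with a value, 3 of the 4 in Aa vs. N and the single transcript of Bio vs. Aa, kept their direction under every scaling tried. With limma 0 were past the threshold in either comparison, with 2 and 1 at an unadjusted p below 0.05 and 0 past the threshold when adjusted over the list alone.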

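Of the 3 pectinesterase transcripts listed in Aa vs. N, 2 were higher in Aa, at 1.27 and 1.91 on the log2 scale, and 1 was lower, at -1.25. Those of Bio vs. N were 1 higher (1.49) and 1 lower (-1.01). Every scaling tried gave the same directions. None was called by limma (0 in both comparisons), where 3 and 2 had an unadjusted p below 0.05, and 3 and 1 were past the threshold when adjusted over the list alone, which is not independent evidence.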

**Table 1:** **Differentially expressed transcripts involved in cell wall organization**.

**Genome ID**	**UniProt ID**	**Description**	**Aa vs. N (FC)**	**Bio vs. N (FC)**	**Bio vs. Aa (FC)**
GRMZM2G070913_T01	K7VZR1	Pectinesterase	3.77	2.81	
GRMZM2G112619_T01	K7U9U0	Xyloglucan endotransglucosylase/hydrolase	3.28		
GRMZM2G083888_T01	C5Y9U6	Casparian strip membrane protein 4	2.93		
GRMZM5G886185_T01	A0A096UH62	Xyloglucan endotransglucosylase/hydrolase	2.80		
GRMZM5G858456_T01	B6SRP0	Fucosyltransferase 7	2.80		
GRMZM2G455564_T01	K7TZQ3	Pectinesterase	2.41		
GRMZM2G127184_T01	B6SRP0	Fucosyltransferase 7	2.39		
GRMZM2G073079_T01	Q9ZT66	Endo-1,3;1,4-beta-D-glucanase	2.24		
GRMZM2G110832_T01	B6T959	Casparian strip membrane protein 1	2.23		
GRMZM2G144898_T01	Q1ZYQ8	Expansin-B10	2.00		
GRMZM2G114322_T01	Q8H274	Expansin-like A3	−2.02	−2.41	
GRMZM2G435380_T01	M8BPN6	Polygalacturonase	−2.06		
GRMZM2G168651_T01	P14918	Extensin	−2.11		
GRMZM5G870571_T01	M7ZVY5	Galactoside 2-alpha-L-fucosyltransferase	−2.16		
GRMZM2G392125_T01	A0A096TJQ7	Xyloglucan endotransglucosylase/hydrolase	−2.22		
GRMZM2G167637_T01	A0A096SUN3	Pectinesterase	−2.37		
GRMZM2G113761_T01	A0A096RUI5	Xyloglucan endotransglucosylase/hydrolase	−2.74		
GRMZM2G024996_T01	P27483	Glycine-rich cell wall structural protein	−63.07	−19.32	
GRMZM2G127072_T01	B6UAK6	Expansin-like 3		2.06	
GRMZM2G043943_T01	A0A096QHT7	Pectinesterase		−2.01	
GRMZM2G109842_T01	P35082	Profilin-2		−3.45	
GRMZM2G164785_T01	P0C1Y5	Expansin-B11			5.68
GRMZM2G152189_T01	B6STF8	Vegetative cell wall protein gp1			2.71
GRMZM2G153666_T01	B6UB39	Polygalacturonase			2.54
GRMZM2G413006_T01	A0A096TNC3	Xyloglucan endotransglucosylase/hydrolase			−2.19
GRMZM2G118759_T01	B6TEE0	Glycine-rich cell wall structural protein 2			−2.24
GRMZM2G469701_T01	M7ZJB5	Expansin-A22			−3.29
GRMZM5G870571_T01	K7V5L2	Uncharacterized protein			−3.58

*Genome ID, Maize transcript ID (ZmB73_5b_FGS_cdna.fasta.gz); FC, fold change value*.

Taken together these results suggest that transcriptional changes in genes encoding cell wall modifying enzymes induced by Bio and Aa, may results in cell wall remodeling that in turn affects root growth and architecture.

#### Stress-related transcripts

A relatively high number (38) of stress-related transcripts were differentially regulated in Aa vs. N comparison, whereas they were 14 and 6 in Bio vs. N and Bio vs. Aa, respectively (Table 2). 

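Of the transcripts of Table 2, 13 were higher and 25 lower in Aa than in N, 3 higher and 11 lower in Bio than in N, and 4 higher and 2 lower in Bio than in Aa. Their median log2 fold change was -1.31 in Aa vs. N and -1.25 in Bio vs. N. Limma called 0 in each comparison, 28, 12 and 5 had an unadjusted p below 0.05, and 0 were past the threshold when adjusted over the list alone. The methods' t-test gave 4, 0 and 1 at an unadjusted p of at most 0.01 and 0 after adjustment. Well above background on all 6 arrays were 31, 12 and 3 of them. Of the 34 in Aa vs. N and 14 in Bio vs. N that have a value under it, 1 each changed direction relative to the median of all transcripts under the normexp fit on all spots.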

About 50% of the stress related transcripts in Aa vs. N were represented by those coding for peroxidases (12 up-regulated, 5 down-regulated). 

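Table 2 lists 17 peroxidase transcripts in Aa vs. N, of which 12 were higher on the Aa arrays, with a median log2 fold change of 2.17 and a range from 1.11 to 4.25. The other 5 were lower, with a median of -1.42. On the Bio arrays, 15 of the 17 changed in the same direction against N, 8 of them by a fold change of at least 2; the shared N arrays alone gave the same direction to 87.6% of transcripts chosen in Aa vs. N in simulated unchanged treatments. Limma called 0 in Aa vs. N, with 12 at an unadjusted p below 0.05 and 1 past the threshold when adjusted over the list alone, which is not independent evidence. For the 15 transcripts with a value under each scaling tried, the directions were the same.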

At first glance, it is clear how the Aa treatment compared with N caused a higher stress response in the roots than Bio did. 

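The difference between the stress responses to Aa and Bio is tested directly by Bio vs. Aa. Over the 38 stress transcripts listed in Aa vs. N, limma called 0 in Bio vs. Aa and gave 4 an unadjusted p below 0.05, with a smallest adjusted p of 0.790 and a median log2 fold change of -0.11. The 25 that were lower in Aa than in N were all lower in Bio as well, 18 of them by a fold change of at least 2, with a median of -1.28 in Bio vs. N. Of the 13 that were higher in Aa than in N, 11 were higher in Bio than in N too, with a median of 1.08, and the median of Bio minus Aa was -1.03. The transcripts were listed for their difference between Aa and N, and Bio vs. N shares the N arrays, which alone gave the same direction to 87.6% of transcripts chosen in Aa vs. N in simulated unchanged treatments, with a median size of 1.36 in Aa vs. N and 0.70 in Bio vs. N.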

A possible explanation is that Aa caused an increase in ROS activity followed by an increase in expression of peroxidase genes for preventing H_2_O_2_ damage. Up-regulation of stress-related genes such as those for peroxidases and superoxide dismutases was observed in the root transcriptome of rice grown under P, K, and N deficiency (Takehisa et al., 2013). Moreover, ROS, such as H_2_O_2_ and ${\text{O}}_{2}^{-}$ are known secondary messages in several pathways associated with responses to biotic and abiotic stresses in plants (Apel and Hirt, 2004). Aside from their anti-oxidative activity, peroxidases are the most abundant enzymes in the cell wall where they display a multifunctional activity, also related to growth regulation (Vuletic et al., 2014). Peroxidases exist in multiple forms exhibiting different cellular localization and playing numerous biological functions. Therefore, to identify the specific involvement of peroxidases in the response of roots to Aa and Bio would require further investigation. Among the other differentially expressed genes in this category, the majority are transcripts involved in biotic stress response (Table 2).

**Table 2:** **Differentially expressed stress-related transcripts**.

**Genome ID**	**UniProt ID**	**Description**	**Aa vs. N (FC)**	**Bio vs. N (FC)**	**Bio vs. Aa (FC)**
GRMZM2G138450_T01	A0A096SAM6	Peroxidase	19.08		
GRMZM2G410175_T01	D7NLB3	Peroxidase	15.97		
GRMZM2G150731_T01	B4FYH1	Peroxidase	6.40		
GRMZM2G407740_T01	C0P3T3	Peroxidase	5.32		
GRMZM2G133475_T01	A5H454	Peroxidase 66	4.86		
GRMZM2G027217_T01	A0A096Q770	Peroxidase	4.76		
GRMZM2G010640_T01	A0A096PWP5	Peroxidase	4.27		
GRMZM2G404676_T01	A0A096TLS6	Peroxidase	4.19	2.11	
GRMZM2G023840_T01	K7VCN5	Peroxidase	3.46		
GRMZM2G009792_T01	A0A096PVZ5	Uncharacterized protein	3.41		
GRMZM2G037156_T01	K7UT08	Peroxidase	3.29		
GRMZM2G089982_T01	B6T3V1	Peroxidase	2.17		
GRMZM2G405459_T01	A0A096TLY3	Peroxidase	2.16		
GRMZM2G033665_T01	C5XUZ2	MLO-like protein	−2.06	−2.54	
GRMZM2G017116_T01	B6TR53	Defense-related protein	−2.07	−2.75	
GRMZM2G103342_T01	A0A096RME9	Peroxidase	−2.18		
GRMZM2G108847_T01	A3FMA3	Putative serine type endopeptidase inhibitor	−2.22	−2.01	
GRMZM2G112538_T01	Q29SB6	Pathogenesis-related protein 10	−2.33		
GRMZM2G112488_T01	D4HR93	Pathogenesis-related protein 10	−2.45		
GRMZM2G112524_T01	B6TR52	Pathogenesis-related protein 1	−2.52	−2.11	
GRMZM2G430500_T01	A0A096TRQ6	Uncharacterized protein	−2.60		
GRMZM2G374971_T01	P33679	Zeamatin	−2.61	−3.07	
AC197758.3_FGT004	K7U6B6	Peroxidase	−2.67		
GRMZM2G108207_T01	B4FH68	Peroxidase	−2.67		
GRMZM2G466563_T01	Q6YYA1	Putative calmodulin-binding protein	−2.72		
GRMZM2G117971_T01	A0A059Q1C7	Pathogenesis-related protein	−2.72		
GRMZM2G422240_T01	B4G197	16.9 kDa class I heat shock protein 1	−2.73		
GRMZM2G061766_T01	K7V347	Uncharacterized protein	−2.88		
GRMZM2G171078_T01	A0A096SWX6	Peroxidase	−2.89		
GRMZM5G899188_T01	Q08275	17.0 kDa class II heat shock protein	−3.36		
AC214360.3_FGT001	Q6Z5J6	Ent-pimara-8(14),15-diene synthase	−3.44		
GRMZM2G176085_T01	B4FYD8	Peroxidase	−3.46		
GRMZM2G158232_T01	B4G197	16.9 kDa class I heat shock protein 1	−3.49	−2.22	
GRMZM2G335242_T01	B6TQD6	17.4 kDa class I heat shock protein	−3.50		
GRMZM2G028306_T01	Q1EG72	(S)-beta-macrocarpene synthase	−3.78	−4.81	
GRMZM2G073510_T01	B6UFK1	Mating-type switching protein swi10	−3.79		
GRMZM2G419675_T01	B6TRF5	Win1	−4.10	−5.31	
GRMZM2G117989_T01	B6TRF5	Win1	−4.64		
GRMZM2G078013_T01	W0NT67	NBS-LRR disease resistance protein		2.45	
GRMZM2G037146_T01	Q8W0Q8	Small heat shock-like protein		2.14	
GRMZM2G168447_T01	M8B2N3	Pathogenesis-related protein 1A		−2.10	
GRMZM2G080183_T01	B4FVT4	Peroxidase		−3.14	
GRMZM2G117942_T01	A0A059Q1C7	Pathogenesis-related protein		−3.25	
GRMZM2G312597_T01	N1QRC0	Subtilisin inhibitor 1			2.55
GRMZM2G085934_T01	B6U175	17.5 kDa class II heat shock protein			2.23
GRMZM2G063438_T01	AAMT3	Anthranilate O-methyltransferase 3			2.12
GRMZM2G008740_T01	D9J101	Benzoate O-methyltransferase			−2.20
GRMZM2G080689_T01	K7VH54	Peroxidase			−2.39
GRMZM2G145552_T01	M7YYQ7	Cucumber peeling cupredoxin			−3.45

*Genome ID, Maize transcript ID (ZmB73_5b_FGS_cdna.fasta.gz); FC, fold change value*.

#### Transport processes

Differentially expressed transcripts grouped in “establishment of localization” are involved in several transport processes (Table 3). 

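Table 3 lists 52, 30 and 20 transcripts for transport processes in Aa vs. N, Bio vs. N and Bio vs. Aa. On the arrays, 19 were higher and 33 lower in Aa than in N, and 13 higher and 17 lower in Bio than in N. In Bio vs. Aa, 17 were higher and 3 lower, and 6 were well above background on no array of either treatment. Past the threshold of limma were 0 in each comparison, 44, 23 and 13 had an unadjusted p below 0.05, and adjusted over the list alone, which is not independent evidence, 1, 2 and 0 were past the threshold. At an unadjusted p of at most 0.01 the methods' t-test gave 9, 3 and 1, and 0 after adjustment. Under the normexp fit on all spots, 5 transcripts of Aa vs. N and 3 of Bio vs. N changed direction relative to the median of all transcripts, and 2 of Aa vs. N under the fit on negative controls.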

We focused on genes playing a role in transport processes of amino acids, peptides, ${\text{NO}}_{3}^{-}$ and ${\text{NH}}_{4}^{+}$. 

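The amino acid permease transcript GRMZM2G180547_T01 had a level of -2.08 ± 0.97 (SD, n = 3) in N, -0.26 ± 0.27 in Aa and -0.26 ± 1.35 in Bio. It had in Aa vs. N a log2 fold change of 1.82 (standard error 0.68, adjusted p = 0.606 from limma), and each Aa array lay above each N array. That in Bio vs. N was 1.82 (standard error 0.68, adjusted p = 0.683 from limma), with arrays that overlapped. Between Bio and Aa, the test of a difference between the treatments, the log2 fold change was 0.0015 (standard error 0.68, adjusted p = 1.00 from limma), and with 1 array left out it lay between -0.59 (without Bio replicate 1) and 0.74 (without Bio replicate 2).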

Considering amino acid transport, only in the Aa vs. N comparison, we found the up-regulation of a transcript encoding a putative amino acid permease (AAP; *GRMZM2G180547_T01*) that could be involved into transport across membranes. This result suggests that amino acid supply as N-source positively affected components involved in their uptake and/or translocation (Tegeder, 2012; Tegeder and Ward, 2012). Members of Amino Acid-Polyamine-Organocation (APC), Drug/Metabolite Transporter (DMT), ATP Binding Cassette (ABC), and Major Facilitator (MFS) super families play a role in amino acid export from the cytosol to apoplastic space or into intracellular compartments such as the vacuole (Okumoto and Pilot, 2011). Aa and Bio treatments modulated the expression of transcripts encoding protein belonging to DMT, ABC, and MFS families that can mediate these transport processes (Supplementary Tables S3, S4). In addition, members of the ABC and PTR families can be involved also in peptide transport (Koh et al., 2002; Waterworth and Bray, 2006). 

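The paper's list for Aa vs. N holds 4 transcripts described as ABC transporters, 2 of them higher in Aa, at 1.46 and 1.98 on the log2 scale, and 2 lower, at -1.26 and -1.70. For Bio vs. N, 1 is listed, which was lower in Bio and well above background on no Bio array and 1 N array, so that no fold change can be given. Limma called 0 in both comparisons, with 3 and 1 at an unadjusted p below 0.05 and 0 and 1 past the threshold when adjusted over the list alone, which is not independent evidence. Every scaling tried gave the same directions, and the DMT and MFS families were not summarised here.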

Other peptide transporters belong to the oligopeptide transporter (OPT) family (Koh et al., 2002; Waterworth and Bray, 2006). 

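GRMZM2G347457_T01 was lower in Bio than in N, with a log2 fold change of -1.79 (standard error 0.52, adjusted p = 0.647 from limma), and also in Aa, at -1.32 (standard error 0.52, adjusted p = 0.628); 2 of the 3 Bio arrays were well above background. For GRMZM2G122712_T01 the log2 fold change was -1.18 in Aa vs. N (standard error 0.37, adjusted p = 0.511 from limma) and -1.57 in Bio vs. N (standard error 0.37, adjusted p = 0.576). GRMZM2G026523_T01 was lower in Aa than in N, at -1.08 (standard error 0.38, adjusted p = 0.577 from limma). In each of these comparisons the arrays of the organic treatment lay below the N arrays without overlap. GRMZM2G057611_T01 was higher in Bio than in Aa, with a log2 fold change of 1.51 (standard error 0.39, adjusted p = 0.790 from limma) and levels of -3.03 ± 0.48 (SD, n = 3) in N, -4.69 ± 0.57 in Aa and -3.18 ± 0.55 in Bio. GRMZM2G015767_T01, listed in Bio vs. Aa, was not well above background on any array of either treatment, and its signal on the Bio arrays lay above that on the Aa arrays.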

Concerning the PTR transporters, we observed a prevailing negative modulation of transcripts caused by Aa and Bio (*GRMZM2G026523_T01, GRMZM2G122712_T01, GRMZM2G347457_T01, GRMZM2G057611_T01, GRMZM2G015767_T01*). Focusing on OPT family, only the comparison Bio vs. N underlined the up-regulation of a transcripts encoding a putative transporter (*GRMZM2G152555_T01*) suggesting a role of this gene in transport of peptides in Bio-treated maize roots.

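GRMZM2G152555_T01 had a level of -3.66 ± 0.69 (SD, n = 3) in N, -2.39 ± 0.53 in Aa and -2.47 ± 0.14 in Bio. The log2 fold change was 1.19 in Bio vs. N (standard error 0.38, adjusted p = 0.683 from limma) and 1.27 in Aa vs. N (standard error 0.38, adjusted p = 0.481), and both the Bio and the Aa arrays lay above the N arrays without overlap. Bio and Aa differed by -0.084 (standard error 0.38, adjusted p = 0.976 from limma), which became 0.22 without Aa replicate 3.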

**Table 3:** **Differentially expressed transcripts involved in transport processes**.

**Genome ID**	**UniProt ID**	**Description**	**Aa vs. N (FC)**	**Bio vs. N (FC)**	**Bio vs. Aa (FC)**
GRMZM2G010251_T01	B4FSV9	High affinity nitrate transporter	9.37		
GRMZM2G156599_T01	Q9AY27	Iron-phytosiderophore transporter yellow stripe 1	8.60	2.25	
GRMZM2G000614_T01	Q7FMW4	ABC transporter G family member 38	3.94		
GRMZM2G135291_T01	G3XDL3	Putative iron-phytosiderophore transporter	3.82		
GRMZM2G180547_T01	Q53LH2	Amino acid carrier, putative, expressed	3.53		
GRMZM2G099382_T01	B6T0F4	Tonoplast dicarboxylate transporter	3.30		
GRMZM2G072071_T01	B6U4J2	ATP-binding cassette sub-family B member 10	2.76		
GRMZM2G148060_T01	K7VD92	Putative ferroportin-domain family protein	2.70		
GRMZM2G118507_T01	K7VD86	Uncharacterized protein	2.65		
GRMZM2G024196_T01	Q7XKF4	Probable metal-nicotianamine transporter YSL13	2.53	3.89	
GRMZM2G064437_T01	B6TDG1	Proton myo-inositol cotransporter	2.53		
GRMZM2G059465_T01	K7TWC7	Calcium-transporting ATPase	2.49		
GRMZM2G129843_T01	B6U7Q9	Lipid binding protein	2.41		
GRMZM2G362848_T01	V9SBV7	Nucleobase cation symporter 1	2.32		
GRMZM2G029951_T01	A0A096Q8Z7	Uncharacterized protein	2.29		
GRMZM2G123884_T01	Q7XVB3	Probable sodium/metabolite cotransporter BASS1, chloroplastic	2.21		
GRMZM2G056908_T01	Q9ATL8	Aquaporin TIP2-2	2.19		
GRMZM2G053991_T01	Q5W7C1	UPF0014 membrane protein STAR2	2.04		
GRMZM2G142924_T01	A0A096SDC7	Uncharacterized protein	−2.00		
GRMZM2G024808_T01	B6U7W3	Nitrate and chloride transporter	−2.02		
GRMZM2G072955_T01	M8CTF4	Chloride channel protein	−2.06	−2.02	
GRMZM2G153920_T01	B4FQN6	Sorbitol transporter	−2.07		
GRMZM2G137421_T01	B6TSV4	Peptide transporter PTR2	−2.09	−2.12	
GRMZM2G457523_T01	Q2QLJ1	Sodium/hydrogen exchanger family protein, expressed	−2.10		
GRMZM5G872392_T01	B6T9U6	Bidirectional sugar transporter SWEET	−2.15		
AC186166.3_FGT008	A0A096PGB1	Uncharacterized protein	−2.16		
GRMZM2G112456_T01	C0HIN0	Oligopeptide transporter 4	−2.17		
GRMZM2G047431_T01	Q69EY5	GDP dissociation inhibitor protein	−2.17		
GRMZM2G080178_T01	B6UC24	Sulfate transporter 1.2	−2.21		
GRMZM2G122712_T01	Q6AU97	Putative proton-dependent oligopeptide transporter (POT)	−2.26	−2.96	
GRMZM2G009344_T01	B4FET6	ATPUP3	−2.28		
GRMZM2G026523_T01	B4FQ14	Peptide transporter PTR2	−2.30		
GRMZM2G167758_T01	Q9FMC7	Nuclear transport factor 2 (NTF2) family protein	−2.32		
AC185254.4_FGT002	Q6ZIV9	Putative ABC transporter	−2.39		
GRMZM2G311401_T01	A0A096T5V7	Uncharacterized protein	−2.48		
GRMZM2G027891_T01	Q0JB23	Os04g0561000 protein	−2.54		
GRMZM2G091478_T01	K7TVU7	Uncharacterized protein	−2.68		
GRMZM2G036631_T01	K7V7R6	Uncharacterized protein	−2.69		
AC235544.1_FGT004	Q2QP91	Dor1-like family protein, expressed	−2.75		
GRMZM2G040871_T01	B6SKF6	Hexose transporter	−2.77		
GRMZM2G139639_T01	B6TJ37	Inorganic phosphate transporter 1-5	−2.78		2.72
GRMZM2G319781_T01	M8CDC8	Phosphatidylinositol transfer protein 2	−2.85		
GRMZM2G348726_T01	B4FJ28	Signal recognition particle 9 kDa protein	−2.93	−2.73	
GRMZM2G137108_T01	Q9ATN2	Aquaporin NIP2-2	−3.02		
GRMZM2G154845_T01	A0A096SLG9	Protein DETOXIFICATION	−3.19		−2.31
GRMZM2G168439_T01	B4F9E1	Aquaporin TIP1-2	−3.49	−3.14	
GRMZM2G168365_T01	B6T9U6	Bidirectional sugar transporter SWEET	−3.57		
GRMZM2G010779_T01	B6U903	Vacuolar cation/proton exchanger 2	−3.60	−2.44	
GRMZM2G351347_T01	C4J1B8	Calcium-activated outward-rectifying potassium channel 1	−3.67		
GRMZM2G305446_T01	Q9ATL7	Aquaporin TIP3-1	−3.70		
GRMZM2G144581_T01	A0A096SEB4	Bidirectional sugar transporter SWEET4	−4.01		
GRMZM2G060742_T01	B6SSI8	Citrate transporter family protein	−4.44	−2.55	
GRMZM2G101958_T01	B6SGP7	Non-specific lipid-transfer protein		7.01	
GRMZM2G037229_T01	A0A096QDL2	Probable magnesium transporter		5.44	
GRMZM2G107239_T01	Q0IQZ4	Os11g0695900 protein		4.87	
GRMZM2G173669_T01	B4FTL9	Sugar transporter SWEET		3.38	
GRMZM2G476069_T01	M7ZN84	Nitrate transporter 1.4		3.01	
GRMZM2G098088_T01	K7UTZ0	Hexose transporter		2.75	
GRMZM2G384661_T01	K7WBE5	Uncharacterized protein		2.71	
GRMZM2G425683_T01	B6TCP1	Carbohydrate transporter/sugar porter/transporter		2.37	
GRMZM2G152555_T01	W9R1V3	Oligopeptide transporter 1		2.28	
GRMZM2G092780_T01	C0P4H8	Phosphate transporter		2.22	
GRMZM2G130454_T01	B6UDW9	Lipid transfer protein		2.07	
GRMZM2G005293_T01	B6U0S4	Patellin-5		−2.06	
GRMZM2G150468_T01	Q0J9C7	Os04g0660900 protein		−2.09	
GRMZM2G093276_T01	E3WCP2	Zinc transporter		−2.32	
GRMZM2G047762_T01	A0A096QKI7	Uncharacterized protein		−2.32	
GRMZM2G009045_T01	Q67UA2	Putative phosphate transport protein, mitochondrial		−2.46	
GRMZM2G477872_T01	AB45G	ABC transporter G family member 45		−2.70	
GRMZM2G075150_T01	Q7XEN0	Exocyst complex component Sec15		−2.71	
GRMZM2G335218_T01	K7V706	Ammonium transporter		−2.80	−4.26
GRMZM2G055545_T01	A0A096QQK0	Uncharacterized protein		−2.88	
GRMZM2G347457_T01	B6TSV4	Peptide transporter PTR2		−3.47	
GRMZM2G070500_T01	B6TIX8	Nodulin-like protein			3.62
GRMZM2G061495_T01	Q7XMZ2	OSJNBa0027G07.3 protein			3.20
GRMZM5G865543_T01	B6SUB5	Electron carrier/electron transporter/iron ion binding protein			3.16
GRMZM2G476069_T01	M8C905	Nitrate/chlorate transporter			2.89
GRMZM2G057611_T01	Q67VA9	Putative oligopeptide transporter			2.85
GRMZM2G423884_T01	K7V9U9	Protein detoxification			2.79
GRMZM2G519761_T01	K7UHM7	Uncharacterized protein			2.64
GRMZM2G055834_T01	Q852B2	Os03g0823500 protein			2.64
GRMZM2G020859_T01	B6SV43	Potassium channel AKT2/3			2.36
GRMZM2G153961_T01	M7YVY5	ABC transporter B family member 11			2.34
GRMZM5G806774_T01	K3XV44	Glutamate receptor			2.23
GRMZM2G032899_T01	K7V706	Ammonium transporter			2.20
GRMZM2G011636_T01	A0A096PXD7	25.3 kDa vesicle transport protein			−2.12
GRMZM5G850455_T01	B6T2C9	Lipid transfer protein			−2.15
GRMZM2G015767_T01	B6U0T7	Peptide transporter PTR2			−2.21
AC234152.1_FGT007	K7UVH5	Potassium channel2			−2.28
AC203966.5_FGT006	M8CDC1	25.3 kDa vesicle transport protein			−5.56

*Genome ID, Maize transcript ID (ZmB73_5b_FGS_cdna.fasta.gz); FC, fold change value*.

Aa and Bio treatments caused also different modulations of transcripts involved in the uptake of N inorganic forms (${\text{NO}}_{3}^{-}$ and ${\text{NH}}_{4}^{+}$). 

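ZmNRT2.2 (GRMZM2G010251_T01, which the NAM-5.0 gene table also calls nrt2.2) had a level of -1.41 ± 0.77 (SD, n = 3) in N, 1.82 ± 1.27 in Aa and 0.66 ± 2.00 in Bio. The log2 fold change of 3.23 (standard error 1.00, adjusted p = 0.497 from limma) in Aa vs. N came with arrays that did not overlap. Bio vs. N gave 2.07 (standard error 1.00, adjusted p = 0.683 from limma), with overlapping arrays, and 0.93 without Bio replicate 3. Bio vs. Aa gave -1.16 (standard error 1.00, adjusted p = 0.825 from limma), less than the standard deviation of the Bio arrays, and from -2.29 (without Bio replicate 3) to -0.41 (without Bio replicate 1) with 1 array left out.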

Aa up-regulated (Aa vs. N) the ZmNRT2.2 (*GRMZM2G010251_T01*; Plett et al., 2010), a well-known gene involved in the inducible high affinity transport systems (iHATS) in maize roots (Garnett et al., 2013; Zamboni et al., 2014; Pii et al., 2016). Both Aa and Bio treatments down-regulated the ZmNRT1.2 transcript encoding a low affinity ${\text{NO}}_{3}^{-}$ transporter (*GRMZM2G137421_T01*; Garnett et al., 2013), while the expression of another low affinity ${\text{NO}}_{3}^{-}$ transporter, ZmNRT1.4B (*GRMZM2G476069_T01*) which is very low expressed during plant development (Garnett et al., 2013), seems to be Bio-specific (up-regulated both in Bio vs. Aa and Bio vs. N). 

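ZmNRT1.2 fell from -0.11 ± 0.47 (SD, n = 3) in N to -1.17 ± 0.25 in Aa and -1.20 ± 0.34 in Bio. Its log2 fold change was -1.06 in Aa vs. N (standard error 0.29, adjusted p = 0.439 from limma) and -1.09 in Bio vs. N (standard error 0.29, adjusted p = 0.616), and the arrays did not overlap in either comparison. ZmNRT1.4B had levels of -3.60 ± 0.63, -3.66 ± 0.70 and -2.07 ± 0.46, respectively, all well above background. The log2 fold change was 1.53 in Bio vs. N (standard error 0.44, adjusted p = 0.647 from limma) and 1.59 in Bio vs. Aa (standard error 0.44, adjusted p = 0.790), with each Bio array above each N and Aa array.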

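The putative ammonium transporter transcript GRMZM2G335218_T01 had a level of -3.90 ± 1.32 (SD, n = 3) in N, -4.51 ± 1.02 in Aa and -5.99 ± 0.86 in Bio, where 2 of the 3 arrays were well above background. It had a log2 fold change of -1.47 (standard error 0.75, adjusted p = 0.683 from limma) in Bio vs. N, with 1 N spot marked as an outlier, and -0.71 without N replicate 3. In Bio vs. Aa the log2 fold change was -1.48 (standard error 0.67, adjusted p = 0.790 from limma), and -0.89 without Aa replicate 3. Each Bio array lay below each N and Aa array with all spots kept, but under the normexp fit on all spots the change in Bio vs. N was 0.55 relative to the median of all transcripts.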

Another Bio-specific transcript encodes a putative ${\text{NH}}_{4}^{+}$ transporter (AMT2; *GRMZM2G335218_T01*, down-regulated both in Bio vs. Aa and Bio vs. N).

Our analysis showed that transcripts involved in the uptake systems of other mineral nutrients were selectively affected by Aa and Bio. Organic N sources stimulated the expression of transcripts encoding putative yellow stripe-like (YSL) transporters (*GRMZM2G156599_T01, GRMZM2G024196_T01*, and *GRMZM2G135291_T01*) involved into the uptake of iron-phytosiderophore and distribution of metals within the whole plant (Curie et al., 2009). 

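ZmYS1 (GRMZM2G156599_T01, ys1 in the NAM-5.0 gene table) had levels of 1.99 ± 0.42 (SD, n = 3) in N, 5.09 ± 0.64 in Aa and 3.16 ± 1.13 in Bio, with 1 spot of each treatment marked as an outlier. Its log2 fold change was 3.56 in Aa vs. N (standard error 0.69, adjusted p = 0.409 from limma) and 1.69 in Bio vs. N (standard error 0.69, adjusted p = 0.683), the latter 0.72 without Bio replicate 3. Bio vs. Aa gave -1.87 (standard error 0.69, adjusted p = 0.790 from limma), with no overlap of the arrays. GRMZM2G024196_T01 was higher in both, at 1.34 in Aa vs. N (standard error 0.29, adjusted p = 0.396 from limma) and 1.96 in Bio vs. N (standard error 0.29, adjusted p = 0.461), equal to the smallest adjusted p of that comparison. For both transcripts each Aa and each Bio array lay above each N array. GRMZM2G135291_T01 was higher in Aa than in N, with a log2 fold change of 1.93 (standard error 0.51, adjusted p = 0.427 from limma) and no overlap, while in Bio vs. N it had 0.62 (standard error 0.51, adjusted p = 0.772 from limma) with overlapping arrays and 0.077 without Bio replicate 3. Its difference between Bio and Aa was -1.32 (standard error 0.51, adjusted p = 0.790 from limma).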

ZmYS1 (*GRMZM2G156599_T01*) encodes a protein that acts as a proton-coupled symporter of metals chelated to phytosiderophore and to nicotianamine (Schaaf et al., 2004) playing a key role in Strategy II of Fe acquisition utilized by the graminaceous species such as maize (Kobayashi and Nishizawa, 2012). A noticeable difference in the responses to organic N forms relies in the behavior of genes involved in nicotianamine and phytosiderophore biosynthesis. In particular, only in the Aa vs. N comparison we could observe a positive modulation of transcripts involved into nicotianamine synthesis (nicotianamine synthase, NAS; *GRMZM2G030036_T01, AC233955.1_FGT003, GRMZM2G124785_T01, GRMZM2G034956_T01, GRMZM2G385200_T01, GRMZM2G312481_T01*) and into phytosiderophore biosynthesis (deoxymugineic acid synthase, DMAS; *GRMZM2G060952_T01*) (Kobayashi and Nishizawa, 2012). However, in the comparison Bio vs. N only one gene related to phytosiderophore biosynthesis (nicotianamine aminotransferase, NAAT; *GRMZM2G096958_T01*) was found up-regulated. 

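Nicotianamine synthase 2 (GRMZM2G030036_T01) had the largest change of these transcripts against N in Aa, with a log2 fold change of 4.30 (standard error 1.03, adjusted p = 0.408 from limma) in Aa vs. N, 1.53 (standard error 1.03, adjusted p = 0.701) in Bio vs. N and -2.76 (standard error 1.03, adjusted p = 0.790) in Bio vs. Aa. Deoxymugineic acid synthase (GRMZM2G060952_T01) had levels of 0.14 ± 0.40 (SD, n = 3) in N, 2.54 ± 0.69 in Aa and 0.81 ± 1.11 in Bio. It had log2 fold changes of 2.41 in Aa vs. N (standard error 0.56, adjusted p = 0.396 from limma), 0.67 in Bio vs. N (standard error 0.56, adjusted p = 0.776) and -1.74 in Bio vs. Aa (standard error 0.56, adjusted p = 0.790). The log2 fold changes in Aa vs. N of the other NAS transcripts were 3.98 for AC233955.1_FGT003, 3.90 for GRMZM2G124785_T01, 4.00 for GRMZM2G034956_T01, 3.26 for GRMZM2G385200_T01 and 2.40 for GRMZM2G312481_T01. Against N, their values in Bio were 2.03, 1.48, 1.69, 1.73 and 0.93 in the same order. In Aa vs. N each of these transcripts separated the arrays without overlap, whereas in Bio vs. N and in Bio vs. Aa the arrays of each overlapped. Single arrays moved the values of Bio vs. N: without Bio replicate 3 the log2 fold change was 0.38 for GRMZM2G030036_T01, 0.46 for GRMZM2G124785_T01, 0.054 for GRMZM2G060952_T01 and 1.11 for AC233955.1_FGT003. Without N replicate 2 it was 1.06 for GRMZM2G385200_T01 and 1.00 for GRMZM2G034956_T01, and without N replicate 1 it was 0.24 for GRMZM2G312481_T01. None of these comparisons was past the threshold of limma.

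**Figure D1:**
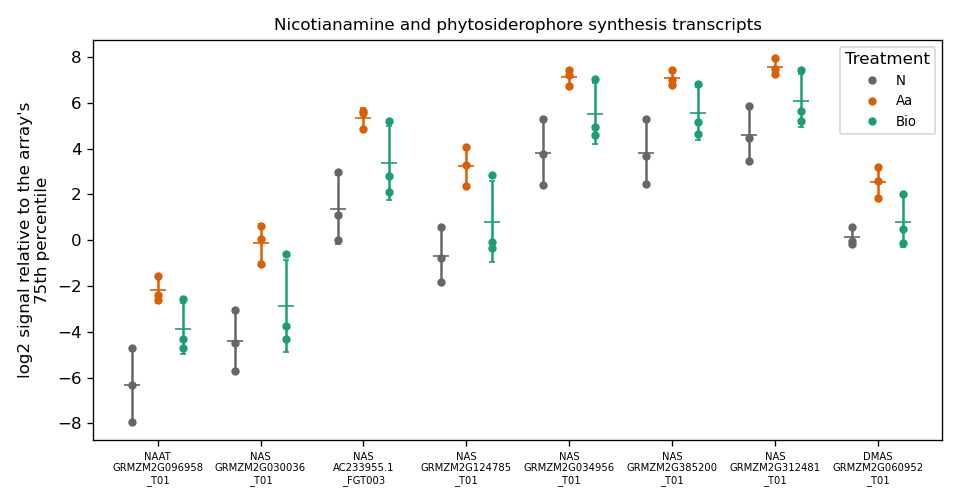
Levels of the nicotianamine and phytosiderophore synthesis transcripts on each array, as log2 signal relative to the 75th percentile of the array, by treatment. Points are the 3 arrays of a treatment, the horizontal mark is their mean and the bar 1 SD; in each transcript the Aa points lie above the N points, and the highest Bio point lies near the Aa points.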

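GRMZM2G096958_T01 had a log2 fold change of 2.48 (standard error 0.82, adjusted p = 0.683 from limma) in Bio vs. N, and each Bio array lay above each N array. That in Aa vs. N was larger, 4.16 (standard error 0.82, adjusted p = 0.374 from limma), also without overlap. Bio vs. Aa gave -1.68 (standard error 0.82, adjusted p = 0.790 from limma), with arrays that overlapped. Leaving out 1 array at a time, the change in Bio vs. N stayed between 1.68 (without N replicate 2) and 3.28 (without N replicate 3).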

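The level averaged over 8 transcripts for nicotianamine and phytosiderophore synthesis, the NAS, DMAS and NAAT transcripts, was 3.53 higher on the log2 scale in Aa than in N (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). It was 1.64 higher in Bio than in N (exact permutation p = 0.3, slides not taken into account), and 0.84 higher without Bio replicate 3, which shares its slide with the highest N array. On each of the 3 slides the Bio array lay above the N array, by 1.19, 1.80 and 1.93. Bio differed from Aa by -1.89 (exact permutation p = 0.2), by -2.69 without Bio replicate 3, and by -1.90, -3.46 and -0.31 on the single slides. All 8 transcripts were higher in Aa and in Bio than in N, with a median log2 fold change of 3.60 and 1.62, and all were lower in Bio than in Aa, with a median of -1.71, directions that held relative to the median of all transcripts under every scaling tried. By limma, 0 were past the threshold in each comparison, with an unadjusted p below 0.05 for 8 in Aa vs. N, 3 in Bio vs. N and 5 in Bio vs. Aa.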

Taken together, even with defined differences these results indicate a strong impact of Aa and Bio with respect to Fe-stress responses of maize roots. Furthermore, besides Fe, nicotianamine forms transport coordination complexes with divalent transition metal cations, i.e., Mn^2+^, Zn^2+^, Cu^2+^ (Benes et al., 1983) whose concentrations were increased in Bio-treated roots.

The category of “establishment of localization” grouped also transcripts involved in S, P, and K transport processes. 

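The transcript GRMZM2G080178_T01, described as a sulfate transporter and named sfp2 in the NAM-5.0 gene table, had a level of 1.11 ± 0.49 (SD, n = 3) in N, -0.038 ± 0.81 in Aa and 0.26 ± 0.80 in Bio. It had a log2 fold change of -1.15 (standard error 0.51, adjusted p = 0.691 from limma) in Aa vs. N, with no overlap of the arrays, and -0.69 without Aa replicate 2. Bio vs. N gave a log2 fold change of -0.85 (standard error 0.51, adjusted p = 0.683 from limma), with overlapping arrays, and -0.54 without Bio replicate 3.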

We observed a down-regulation of a transcript for a sulfate transporter (SULTR; *GRMZM2G080178_T01*; Hawkesford, 2002) when we compared the transcriptional profile of Aa- with that of N-treated roots. Concerning P, transcripts encoding putative Pi transporters (PHT; Raghothama, 2000) were down-regulated by Bio (*GRMZM2G009045_T01*) and Aa treatment (*GRMZM2G139639_T01*). 

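GRMZM2G009045_T01 had a level of 2.03 ± 0.43 (SD, n = 3) in N and 0.74 ± 1.05 in Bio, and 4 of its 9 spots were marked as outliers. On the unmarked spots it had a log2 fold change of -1.54 (standard error 0.66, adjusted p = 0.683 from limma) in Bio vs. N, -0.98 without Bio replicate 1, and in Aa vs. N the log2 fold change was -0.61 (standard error 0.66, adjusted p = 0.985), or -0.18 without Aa replicate 3. Each Bio and Aa array lay below each N array with all spots kept, but relative to the median of all transcripts both changes turned round under the normexp fit on all spots, to 0.53 and 1.48. The only unmarked N spot was on N replicate 1, where that fit put the 1% quantile at 2230, against a median spot of 142 before it. The reversal therefore cannot be told apart from a fault of that fit on this array. Neither change turned round under the fit on negative controls. GRMZM2G139639_T01, named pht11 in the NAM-5.0 gene table, was well above background on all 3 N arrays and on no Aa or Bio array. It was at least 2.07-fold lower in Aa and at least 1.39-fold lower in Bio than in N, with adjusted p of 0.289 and 0.683 in limma.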

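The K channel transcript GRMZM2G020859_T01 had a level of -1.47 ± 0.52 (SD, n = 3) in N, -2.03 ± 0.18 in Aa and -0.79 ± 0.68 in Bio, with a log2 fold change of 1.24 (standard error 0.37, adjusted p = 0.790 from limma) in Bio vs. Aa. The other, AC234152.1_FGT007, was well above background on 2 of the 3 arrays of each treatment, with levels of -5.09 ± 0.78, -5.78 ± 0.54 and -4.59 ± 0.56. It was higher in Bio than in Aa, with a log2 fold change of 1.19 (standard error 0.46, adjusted p = 0.790 from limma). For both, each Bio array lay above each Aa array.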

Only in the comparison Bio vs. Aa two transcripts encoding for K channel AKT (Hirsch et al., 1998) were up- (*GRMZM2G020859_T01*) and down-regulated (*AC234152.1_FGT007*), respectively. Due to the presence of several members belonging to transporter families that have specific roles in nutrient uptake and translocation, and considering that transporter proteins are subjected to multiple forms of regulation (e.g., post-translational modifications), the transcriptional data do not allow a full explanation of the observed changes in tissue nutrient concentrations displayed by the different treatments.

Interestingly, a glutamate receptor (*GRMZM5G806774_T01*) functioning as non-selective cation channel is induced in Bio vs. Aa. This receptor, regulated by a broad range of amino acids, is involved in different physiological processes such as C/N sensing, resistance against fungal infection, root growth and response to wounding (De Bortoli et al., 2016).

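GRMZM5G806774_T01 was not well above background on any array of the 3 treatments, so that no fold change can be given. Its signal was higher on each Bio array than on each Aa array, where 10% of transcripts separate by chance in 1 direction or the other. All transcripts of the paper's lists separate, so this is not independent evidence. Limma gave an adjusted p of 0.790 in Bio vs. Aa and 0.684 in Bio vs. N.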

#### Hormonal metabolism and signaling

A number of genes related to hormonal metabolism and signaling displayed expression changes in Bio- and Aa-treated seedlings vs. seedlings supplied with N (Table 4). A set of 9 genes whose expression profiles distinguished the Bio and Aa treatment vs. N represented the signature of organic N. Three of these genes coding for gibberellin 3-beta-dioxygenase 1 (*GRMZM2G046669_T01*), gibberellin 2-oxidase (*GRMZM2G022679_T01*) and gibberellin-regulated protein 2 (*GRMZM2G164090_T01*), respectively were related to gibberellin action. 

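The level of gibberellin 3-beta-dioxygenase 1 (GRMZM2G046669_T01) was 0.55 ± 0.84 (SD, n = 3) in N, 2.80 ± 0.51 in Aa and 2.17 ± 0.10 in Bio, with log2 fold changes of 2.25 in Aa vs. N (standard error 0.42, adjusted p = 0.374 from limma) and 1.62 in Bio vs. N (standard error 0.42, adjusted p = 0.616). That of gibberellin 2-oxidase (GRMZM2G022679_T01) was 0.79 ± 0.25, -0.28 ± 0.41 and -0.44 ± 0.22, respectively, with log2 fold changes of -1.07 (standard error 0.25, adjusted p = 0.401 from limma) and -1.23 (standard error 0.25, adjusted p = 0.537). Gibberellin-regulated protein 2 (GRMZM2G164090_T01) had log2 fold changes of -2.11 (standard error 0.58, adjusted p = 0.446 from limma) and -1.74 (standard error 0.58, adjusted p = 0.683), and was well above background on 1 Aa and 2 Bio arrays. For each of these transcripts, the arrays of Aa and of Bio lay to the same side of the N arrays without overlap, and none was past the threshold of limma in either comparison.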

Gibberellin 3-beta-dioxygenase which converts inactive gibberellins (GAs) in their active form was up-regulated, whereas gibberellin 2-oxidase, implicated in GAs deactivation, was down-regulated in both Bio vs. N and Aa vs. N, suggesting that organic N forms induced the increase of active GAs in the roots. The other 5 genes that characterized the organic N supply were all related to auxin signaling or transport and were down-regulated in both Aa vs. N and Bio vs. N.

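Of the auxin transcripts that Table 4 lists as lower in both comparisons, all 5 (GRMZM2G173732_T01, GRMZM2G065230_T01, GRMZM2G420812_T01, GRMZM2G368591_T01 and AC233864.1_FGT009) were lower on the arrays, with a median log2 fold change of -1.46 in Aa vs. N (range -3.56 to -1.29) and -1.59 in Bio vs. N (range -2.70 to -1.32). None overlapped in either comparison. That held for every transcript of the paper's lists, so it is not independent evidence. Limma called 0 in both, with 4 and 5 at an unadjusted p below 0.05 and smallest adjusted p of 0.374 and 0.550. Between Bio and Aa their median log2 fold change was 0.028, with 0 at an unadjusted p below 0.05.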

**Table 4:** **Differentially expressed transcripts involved in hormonal metabolism**.

**Genome ID**	**UniProt ID**	**Description**	**Aa vs. N (FC)**	**Bio vs. N (FC)**	**Bio vs. Aa (FC)**
GRMZM2G046669_T01	M8AKK4	Gibberellin 3-beta-dioxygenase 1	4.77	3.07	
GRMZM2G035156_T01	Q0DUR2	Transcription factor ILI6	4.68		
GRMZM2G011463_T01	B4FC68	SAUR37-auxin-responsive SAUR family member	3.83		
GRMZM2G462883_T01	N1R055	Putative gibberellin receptor GID1L3	2.63		
GRMZM2G093173_T01	K7U964	WAT-1-related protein	2.32	2.12	
GRMZM2G034917_T01	N1R055	Putative gibberellin receptor GID1L3	2.10		
GRMZM2G301932_T01	B6TXN5	Gibberellin receptor GID1L2	2.08		
GRMZM2G012546_T01	M8BFB1	Putative gibberellin receptor GID1L3	2.07		
GRMZM2G422419_T01	A0A096TQ86	Uncharacterized protein; response to auxin	2.0		
GRMZM2G364328_T01	B6TBZ6	WAT1-related protein	−5.57		
GRMZM2G050997_T01	Q709Q5	Cytokinin oxidase 2	−4.48		
GRMZM2G164090_T01	B6TLZ8	Gibberellin-regulated protein 2	−4.33	−3.34	
GRMZM2G150688_T01	B6TWS8	Gibberellin-regulated protein 1	−4.0		
GRMZM2G030790_T01	B6TLX4	Jasmonate-induced protein	−3.18		
GRMZM2G702564_T01	K7V9I8	Cytokinin oxidase 3	−3.04		2.02
GRMZM2G173732_T01	A2Z6Z0	Protein BIG GRAIN 1-like	−2.98	−3.01	
GRMZM2G065230_T01	B7ZXT3	WAT-1 related protein	−2.75	−2.7	
GRMZM2G420812_T01	B6T2P5	SAUR31-auxin-responsive SAUR family member	−2.74	−2.49	
GRMZM2G117878_T01	B6STN8	Cytokinin-N-glucosyltransferase 1	−2.51		
GRMZM2G013448_T01	C0PEP2	1-aminocyclopropane-1-carboxylate oxidase 1	−2.50		
GRMZM2G025742_T01	I3RWV5	Auxin efflux carrier component	−2.49		
GRMZM2G062019_T01	B6TWT9	Gibberellin receptor GID1L2	−2.49		
GRMZM2G368591_T01	K7V647	WAT 1- related protein	−2.44	−3.26	
GRMZM2G107900_T01	A0A096RQH9	Uncharacterized protein; response to auxin	−2.39		
GRMZM2G171822_T01	Q2QM77	Protein kinase PINOID	−2.15		
GRMZM2G022679_T01	Q8S0S6	Gibberellin 2-oxidase	−2.10	−2.34	
GRMZM2G068701_T01	Q0D4Z6	Probable indole-3-acetic acid-amido synthetase GH3.8	−2.06		
GRMZM2G141473_T01	O23888	Indole-3-acetaldehyde oxidase	−2.0		
AC233864.1_FGT009	Q7XTN9	OSJNBa0093O08.8 protein; response to auxin	−11.81	−6.49	
GRMZM2G471931_T01	K7TM25	Cytokinin riboside 5′-monophosphate phosphoribohydrolase		2.38	
GRMZM2G136567_T01	K7VFP2	WAT-1 related protein		3.43	
GRMZM2G330012_T01	A0A0B4J3E8	Uncharacterized protein; response to auxin		3.64	
GRMZM2G001977_T01	B6UC04	Gibberellin receptor GID1L2		−2.05	
GRMZM2G053338_T01	B6U4E2	Indole-3-acetic acid-amido synthetase GH3.8		−2.11	
GRMZM2G050321_T01	B6SZU3	Jasmonate O-methyltransferase		−2.69	
GRMZM2G024131_T01	Q41819	Indole-3-acetate beta-glucosyltransferase		−4.34	
GRMZM2G155680_T01	A0A096SLZ9	Cytokinin riboside 5′-monophosphate phosphoribohydrolase			2.04
GRMZM2G384762_T01	A0A096S9W7	Auxin-responsive protein			16.7

*Genome ID, Maize transcript ID (ZmB73_5b_FGS_cdna.fasta.gz); FC, fold change value*.

A characteristic feature of the Bio treatment vs. Aa and N was the induction of genes (*GRMZM2G471931_T01* and *GRMZM2G155680_T01*) coding for the enzyme cytokinin (CK) riboside 5′- monophosphate phosphoribohydrolase that converts CK ribosides in free CK. 

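GRMZM2G471931_T01 had levels of -2.05 ± 0.79 (SD, n = 3) in N, -1.71 ± 0.28 in Aa and -0.80 ± 0.58 in Bio, and GRMZM2G155680_T01 of -3.80 ± 0.24, -4.15 ± 0.19 and -3.11 ± 0.60. The log2 fold change of the first was 1.25 in Bio vs. N (standard error 0.43, adjusted p = 0.683 from limma), 0.80 without N replicate 2, and 0.90 in Bio vs. Aa (standard error 0.43, adjusted p = 0.790), 0.58 without Bio replicate 1; the arrays did not overlap in either. Between Aa and N it was 0.35 (standard error 0.43, adjusted p = 0.996 from limma), and -0.11 without N replicate 2. For the second it was 1.03 in Bio vs. Aa (standard error 0.30, adjusted p = 0.790 from limma), without overlap, and 0.69 in Bio vs. N (standard error 0.30, adjusted p = 0.683), with overlapping arrays and 0.37 without Bio replicate 2.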

The up-regulation of these genes would result in an increased release of CKs from conjugates. CKs play an important role in root response to N supply coordinating root growth and N availability in the soil (Kiba et al., 2011; Kiba and Krapp, 2016). CKs also interact with auxin in determining root growth and architecture (Mi et al., 2008; Pacifici et al., 2015; Schaller et al., 2015). 

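The indole-3-acetic acid-amido synthetase transcript GRMZM2G053338_T01 had a level of -0.091 ± 0.65 (SD, n = 3) in N, -0.98 ± 0.10 in Aa and -1.17 ± 0.27 in Bio. It changed by -1.08 on the log2 scale in Bio vs. N (standard error 0.32, adjusted p = 0.647 from limma) and -0.89 in Aa vs. N (standard error 0.32, adjusted p = 0.569), both without overlap of the arrays. Between Bio and Aa it was -0.19 (standard error 0.32, adjusted p = 0.925 from limma), and -0.031 without Bio replicate 1. Indole-3-acetate beta-glucosyltransferase (GRMZM2G024131_T01, iaglu in the NAM-5.0 gene table) was well above background on 2 of the 3 N arrays and on no Aa or Bio array. It was at least 1.11-fold lower in Bio and at least 1.64-fold lower in Aa than in N, without overlap, and for Bio vs. Aa no fold change can be given. Both bounds rest on N replicate 3, at a level of -4.05 against -6.26 and -6.44 on the other N arrays. The lowest signal well above background was -5.09, -6.03 and -6.10 on the Bio arrays and -6.37, -6.19 and -6.33 on the Aa arrays. Without N replicate 3, neither bound therefore stays above 1. The differences of the signals from N then went from -2.12 to -1.35 in Bio and from -1.56 to -0.80 in Aa.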

A second characteristic feature of the response of root to Bio was the down-regulation of *GRMZM2G053338_T01* and *GRMZM2G024131_T01* genes coding for a indole-3-acetic acid-amido synthetase and indole-3-acetate beta-glucosyltransferase, respectively. As these enzymes mediate the formation of IAA conjugate, their down-regulation indicates that Bio-treated roots retains a higher level of active indol-3acetic acid (IAA). The *GRMZM2G050321_T01* gene coding for a jasmonate O-methyltransferase was also down-regulated in Bio vs. N. Jasmonate O-methyltransferase catalyzes the formation of volatile methyl jasmonate that plays different roles in plant development and stress-response. In particular, high level of methyl jasmonate inhibits root growth. For instance, maize jasmonic acid-deficient *opr7opr8* double-mutant showed much longer lateral roots compared with wild type (Yan et al., 2014), phenotype that resembles the root morphology of Bio-treated plants (Figure 1C).

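GRMZM2G050321_T01 had a level of -4.36 ± 0.69 (SD, n = 3) in N, -5.91 ± 0.44 in Aa, where 1 of the 3 arrays was well above background, and -5.78 ± 0.89 in Bio, where 2 were. The log2 fold change was -1.43 in Bio vs. N (standard error 0.50, adjusted p = 0.683 from limma), -0.93 without Bio replicate 1, and -1.56 in Aa vs. N (standard error 0.50, adjusted p = 0.515); neither comparison had overlapping arrays. The difference between Bio and Aa was 0.13 (standard error 0.50, adjusted p = 0.972 from limma), -0.082 relative to the median of all transcripts under quantile normalization, and between -0.22 (without Bio replicate 2) and 0.63 (without Bio replicate 1) with 1 array left out.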

The analyses of the differentially expressed genes of the Aa vs. N comparison revealed the strong involvement of the gibberellin signaling pathway in the free amino acids action. Four genes (*GRMZM2G012546_T01, GRMZM2G462883_T01, GRMZM2G034917_T01, GRMZM2G301932_T01*) coding for putative GA receptors were up-regulated and one (*GRMZM2G062019_T01*) down-regulated in Aa vs. N comparison. 

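GRMZM2G462883_T01 had a log2 fold change of 1.16 (standard error 0.61, adjusted p = 0.813 from limma) in Aa vs. N, with 3 of its 6 spots marked as outliers and 0.69 without N replicate 1. For GRMZM2G034917_T01 it was 1.07 (standard error 0.33, adjusted p = 0.484 from limma) and for GRMZM2G301932_T01 1.06 (standard error 0.38, adjusted p = 0.589). GRMZM2G012546_T01 was well above background on 1 of the 3 Aa arrays and on no N array, which makes it at least 1.57-fold higher in Aa, although under the normexp fit on all spots it was -0.077 relative to the median of all transcripts. Of GRMZM2G062019_T01 all 3 N spots and 2 Aa spots were marked as outliers, so that limma gave no value for Aa vs. N. With every spot kept, its level was 1.69 ± 0.34 (SD, n = 3) in N and 0.38 ± 0.73 in Aa, a difference of -1.32. With all spots kept, none of them had overlapping arrays in Aa vs. N. In Bio vs. N, GRMZM2G012546_T01 was at least 2.83-fold higher in Bio, also without overlap, and the log2 fold changes were 0.43 for GRMZM2G462883_T01, 0.80 for GRMZM2G034917_T01 and 0.76 for GRMZM2G301932_T01. The difference between the treatments, Bio vs. Aa, was 0.85 (standard error 0.43, adjusted p = 0.790 from limma) for GRMZM2G012546_T01, -0.73 (standard error 0.58, adjusted p = 0.814) for GRMZM2G462883_T01, -0.27 (standard error 0.33, adjusted p = 0.887) for GRMZM2G034917_T01 and -0.30 (standard error 0.38, adjusted p = 0.893) for GRMZM2G301932_T01. GRMZM2G062019_T01 was 0.72 higher in Bio than in Aa with every spot kept, with overlapping arrays. On the unmarked spots, which left 1 Aa array and 2 Bio arrays, its log2 fold change was -0.067, so that the direction is not settled.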

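The transcript for an auxin efflux carrier component, GRMZM2G025742_T01, had a level of -3.61 ± 0.39 (SD, n = 3) in N and -4.92 ± 0.78 in Aa, a log2 fold change of -1.31 (standard error 0.48, adjusted p = 0.583 from limma). The PINOID transcript GRMZM2G171822_T01, bif2 in the NAM-5.0 gene table, had levels of -1.41 ± 0.55 and -2.51 ± 0.21, a log2 fold change of -1.10 (standard error 0.37, adjusted p = 0.547 from limma). In both, each Aa array lay below each N array, and in Bio vs. N the log2 fold changes were -0.56 and -0.95 with overlapping arrays.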

Another interesting feature was the down-regulation of two genes involved in auxin transport (*GRMZM2G025742_T01* and *GRMZM2G171822_T01*), the first coding for a component of an auxin efflux carrier and the second coding for a PINOID kinase that regulates the membrane localization of the auxin efflux transporters PIN (Christensen et al., 2000). One of the effects of the Aa treatment was also the restraint of IAA and CK catabolism as the results of the down regulation of a gene coding for indole-3-acetaldehyde oxidase (*GRMZM2G141473_T01*) and two genes (*GRMZM2G702564_T01* and *GRMZM2G050997_T01*) coding for a CK oxidase 3 and a cytokinin oxidase 2, respectively.

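GRMZM2G141473_T01 had a log2 fold change of -1.02 (standard error 0.37, adjusted p = 0.577 from limma) in Aa vs. N, without overlap of the arrays. Its difference between Bio and Aa was 0.19 (standard error 0.37, adjusted p = 0.936 from limma), and -0.092 without Bio replicate 2. GRMZM2G050997_T01 fell from a level of -0.23 ± 0.17 (SD, n = 3) in N to -2.39 ± 0.79 in Aa, a log2 fold change of -2.16 (standard error 0.44, adjusted p = 0.379 from limma), and was 1.20 higher in Bio than in Aa (standard error 0.44, adjusted p = 0.790), both without overlap; the latter was 0.77 without Aa replicate 2. GRMZM2G702564_T01 was not well above background on any array of Aa or N, so that no fold change can be given between them; 1 of the 3 Bio arrays was well above background, at least 1.03-fold higher than Aa.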

The growth and architecture of the root apparatus is the result of the action of several phytohormones as well as their interplay. Therefore, it is not surprising that the activity of Bio and Aa on the root apparatus leaded to modifications in the metabolism and signaling pathways of different phytohormones. However, although some transcriptional changes were common to both treatments (i.e., the changes in the expression of genes coding for enzymes involved in GA metabolism), differences in the involvement of hormones in Bio and Aa root growth promoting effects have emerged. For instance, CK release from conjugated and inhibition of IAA conjugation together with a lower synthesis of methyl JA appeared the main effects of Bio, whereas the activity of Aa seems to result principally from altered GA synthesis and signaling and restrain of CK and IAA degradation.

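Of the 29 hormone transcripts of Table 4 listed in Aa vs. N, 28 changed in the same direction in Bio vs. N, and of the 16 listed in Bio vs. N, 15 changed in the same direction in Aa vs. N. The shared N arrays alone gave the same direction to 87.6 and 87.4% of transcripts chosen in Aa vs. N and in Bio vs. N in simulated unchanged treatments. The median log2 fold change was -1.29 in Aa vs. N and -0.95 in Bio vs. N for the former, and -1.27 in Bio vs. N and -1.18 in Aa vs. N for the latter. In Bio vs. Aa, which tests the difference between the treatments, limma called 0 transcripts of either list and gave 3 and 1 an unadjusted p below 0.05. Limma also called 0 of the 29, 16 and 3 transcripts listed in Aa vs. N, Bio vs. N and Bio vs. Aa in their own comparison, with 22, 15 and 3 at an unadjusted p below 0.05. Adjusted over the list alone, which is not independent evidence, 5, 0 and 3 were past the threshold, and the methods' t-test gave 4, 4 and 0 at an unadjusted p of at most 0.01 and 0 after adjustment. Under the normexp fit on all spots, 2 of the 28 transcripts of Aa vs. N with a value and 1 of the 3 of Bio vs. Aa changed direction relative to the median of all transcripts. The paper proposes that each treatment promotes root growth through a partly different set of hormones.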

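The CLE transcript GRMZM2G468688_T01 had a log2 fold change of -1.04 (standard error 0.33, adjusted p = 0.515 from limma) in Aa vs. N and was at least 1.99-fold lower in Bio than in N, being well above background on 3 N arrays, 2 Aa arrays and no Bio array. GRMZM2G165836_T01 had a level of -4.92 ± 0.74 (SD, n = 3) in N, -3.35 ± 0.16 in Aa and -4.43 ± 0.69 in Bio. It differed by -1.08 on the log2 scale in Bio vs. Aa (standard error 0.43, adjusted p = 0.790 from limma), -0.69 without Bio replicate 2, and in Aa vs. N it was 1.57 (standard error 0.43, adjusted p = 0.440). GRMZM2G466532_T01 was lower in Aa than in N, at -1.14 (standard error 0.28, adjusted p = 0.415 from limma), and in Bio than in N, at -1.45 (standard error 0.28, adjusted p = 0.537). GRMZM2G114127_T01 was higher in Aa than in N, at 1.44 (standard error 0.53, adjusted p = 0.599 from limma). No arrays overlapped in any of these comparisons. Between Bio and Aa, GRMZM2G466532_T01 had -0.30, with overlapping arrays. For GRMZM2G114127_T01 it was -1.48, without overlap, and its Bio vs. N value was -0.045, with overlapping arrays.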

A few transcripts coding for CLE peptide hormones were down-regulated in the analyzed comparisons (*GRMZM2G468688_T01* in Bio vs. N and Aa vs. N, *GRMZM2G165836_T01* in Bio vs. A and *GRMZM2G466532_T01* in A vs. N) and one was up-regulated (*GRMZM2G114127_T01* in Aa vs. N). On the other hand, *GRMZM2G438840_T01*, coding for CLE receptor kinase CLAVATA1 (CLV1) was up-regulated in Bio vs. N and Aa vs. N.

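GRMZM2G438840_T01 had a level of -2.97 ± 0.94 (SD, n = 3) in N, -0.35 ± 1.47 in Aa, with 1 spot marked as an outlier, and -1.34 ± 0.89 in Bio. It had a log2 fold change of 1.90 (standard error 0.74, adjusted p = 0.631 from limma) in Aa vs. N, 1.10 without Aa replicate 2, and 1.63 (standard error 0.66, adjusted p = 0.683) in Bio vs. N. With all spots kept, each Aa and each Bio array lay above each N array.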

CLE signaling peptides and CLV1 play a notable role in sensing N (Miyawaki et al., 2013). It has been shown that lateral roots stop growing under severe deficiency of N, while the expression of CLE peptides is induced (Araya et al., 2014). This regulation serves as a mechanism to prevent the expansion of the lateral root system into N-poor environments (Gruber et al., 2013). The *clv1* mutant exhibits progressive growth of lateral roots under N-deficient conditions (Wang et al., 2016).

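The signal of the sulfotransferase transcript GRMZM2G055607_T01 was not well above background on any array of the 3 treatments, so that no fold change can be given. Each Bio array lay above each Aa array, where 10% of transcripts separate by chance in 1 direction or the other. All transcripts of the paper's lists separate, so this is not independent evidence. Limma gave an adjusted p of 0.790 in Bio vs. Aa.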

Interestingly, the transcripts *GRMZM2G055607_T01*, coding for a sulfotransferase which catalyzes post-translational tyrosine sulfation of secreted peptides, was over-expressed in the Bio vs. Aa comparison. In *Arabidopsis*, the loss-of-function mutant for tyrosyl-protein sulfotransferase, shows a short-root phenotype (Shinohara et al., 2016). Thus, this finding may represent another clue to unravel the action mechanisms of root growth stimulation exerted by Bio.

## Conclusions

The present study dissected the biostimulatory activity of short peptides and free amino acids on maize seedlings. We demonstrated that protein hydrolysates containing peptides and a very low fraction of free amino acids were more efficient in stimulating root growth and micronutrient accumulation than free amino acid mixture with the same amino acid composition, suggesting a specific role for small peptides in controlling root growth. The genome-wide transcriptional analysis of maize root responses to Bio and Aa as compared with inorganic N, allowed to shed light on the similarities and differences in the mechanisms of action of the two biostimulants. 

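A fold change of at least 2 was found for 2674 transcripts in Aa vs. N (1105 higher and 1569 lower) and for 2395 in Bio vs. N (1238 and 1157), regardless of any test. With an unadjusted p of at most 0.01 at that fold change, limma gave 602 and 410 and the methods' t-test 225 and 102. With no overlap of the arrays at that fold change there were 1518 and 909. These counts do not test the difference between Aa and Bio. The median over transcripts of the standard deviation within the treatments compared was 0.30 in Aa vs. N and 0.38 in Bio vs. N on the log2 scale. The number of transcripts at an unadjusted p below 0.05 in limma depended on single arrays: without Aa replicate 2 it was 1669 in Aa vs. N and 2363 in Bio vs. N, without Aa replicate 3 it was 2138 and 2458, without N replicate 2 it was 1813 and 2169, without Bio replicate 2 it was 3215 and 4565, and without Bio replicate 3 it was 2967 and 3156. In these 5 of the 9 cases the order of the comparisons was the reverse of that over all arrays. Without Aa replicate 2 or 3, Aa vs. N kept fewer arrays than Bio vs. N, and without Bio replicate 2 or 3 it kept more. The order was kept in the other 4: without Aa replicate 1 the numbers were 3178 and 2530, without Bio replicate 1 3109 and 2020, without N replicate 1 2518 and 2298, and without N replicate 3 2783 and 2480. Limma called 0 transcripts in each of the 9.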

The Aa produced a stronger modification of transcriptional networks than Bio, 995 and 587 differentially expressed genes were detected in Aa vs. N and Bio vs. N, respectively. Both treatments displayed effects on genes related to oligopeptide and induced modifications of genes involved in ${\text{NO}}_{3}^{-}$ transport, demonstrating that N organic forms can interfere with inorganic N uptake, although the root total N was unchanged. On the other hand, a specific action of Bio seemed to be related to the regulation of the glutamate receptor which is involved in root growth and C/N signaling. Modification in genes implicated in metal ion transport were also detected in both treatments, although with some distinctive features. Even if plants were grown in the presence of Fe-EDTA and the content of Fe in the roots was unmodified, Aa and Bio positively affected components involved in Strategy II responses to Fe deficiency. In particular, Aa treatment caused the up-regulation of several transcripts involved in the synthesis of metal chelators (nicotianamine and mugineic acids) and in their transport. On the contrary, only three genes (one related to phytosiderophore synthesis and two to metal-phytosiderophore uptake and translocation) were up-regulated in Bio-treated roots. We might hypothesize that peptides could chelate metals facilitating their uptake and making in turn the biosynthesis of phytosiderophores less crucial. This might explain the higher contents of Cu, Mn, and Zn detected in maize roots treated with Bio. The stimulation of root growth was associated as expected, with perturbations in hormone balance. Both biostimulants modulated genes involved in GAs metabolism thus likely leading to increased GAs levels, and in auxin signaling and transport. In addition, Bio specifically modulated CKs release from conjugates and jasmonate metabolism. Future investigations aiming at studying the effects of protein hydrolysate and free amino acid applications on the content and distribuition of phytohormones in the plant, would be useful to deepen these findings. Noticeably, Aa treatment modified the expression of a high number of genes involved in the response to oxidative stress, whereas Bio caused only a modest modulation of stress-related genes. This might suggest that the lower growth promoting capacity of Aa respect to Bio might also be linked to the different metabolic engagement in stress responses.

## Author contributions

ZV and TP designed the experimental set up. CS and AZ performed the experiments. CS, AZ, ZV, and TP carried out the analysis of the data and draft the manuscript. TP coordinated the project. All the authors approved the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Growth Stimulatory Effects and Genome-Wide Transcriptional Changes Produced by Protein Hydrolysates in Maize Seedlings
**Source:** Front Plant Sci. 2017 Mar 30;8:433. doi: 10.3389/fpls.2017.00433
**Supplement:** Supplementary file 1

Probe ID, gene product and list of primers sequence for qRT-PCR analysis.

| **Transcript ID** | **Gene product** | **Product size** | **Primer sequences (forward/reverse)** |
| --- | --- | --- | --- |
| *GRMZM2G027378_T01* | *Ubiquitin-conjugating enzyme* | 267 | TGCGTTAATCACGAGACAGG  AATCACAAAGACAGGCAGGG |
| *GRMZM2G347457_T01* | *Peptide transporter* | 196 | CAATCGGCGTTGCCATTACT  TGAGCCCGCTGTTGATTTACT |
| *GRMZM2G096958_T01* | *Nicotianamine aminotransferase1* | 158 | TCAAATCTTTCTGCCAAAGGC  CTGCGTATTCAAGGAAAACT |
| *GRMZM2G429955_T01* | *Chlorophyll a-b binding protein 2* | 153 | CAAGTGAGCGAGGGCATGAT TATTGTTCAGCTCCACAGCAT |
| *GRMZM2G030036_T01* | *Nicotianamine synthase 2* | 180 | CGCTGTTTCAATCTCTCGTGT  GGTGCATTGTGCACACTGTTC |
| *GRMZM2G024996_T01* | *Glycine-rich cell wall structural protein* | 114 | CTGCGTAGCGAATAGCGATCA CTTGCTACCAACGCAGTGTAT |

# Supplementary material for: Growth Stimulatory Effects and Genome-Wide Transcriptional Changes Produced by Protein Hydrolysates in Maize Seedlings
**Source:** Front Plant Sci. 2017 Mar 30;8:433. doi: 10.3389/fpls.2017.00433
**Supplement:** Supplementary file 2

Composition of the protein hydrolysate

| **Protein Hydrolysate Composition** | **% (w/w)** |
| --- | --- |
| Total nitrogen | 11.3 |
| Total carbon | 30.0 |
| Free aminoacids | 10.0 |
| Total aminoacids | 62.5 |
| **Aminoacid profile** |  |
| Alanine | 7.0 |
| Arginine | 0.9 |
| Aspartic Acid | 3.0 |
| Glutamic Acid | 6.4 |
| Glycine | 15.8 |
| Hydroxylysine | 1.2 |
| Hydroxyproline | 5.3 |
| Histidine | 0.3 |
| Isoleucine | 1.1 |
| Leucine | 2.0 |
| Lysine | 2.1 |
| Methionine | 0.7 |
| Ornithine | 3.0 |
| Phenylalanine | 1.3 |
| Proline | 8.8 |
| Serine | 0.2 |
| Threonine | 0.3 |
| Tyrosine | 1.3 |
| Valine | 1.8 |

How the deposited data were processed for this re-analysis (not part of the article)

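The data are 9 one-colour (Cy3) microarrays of RNA from maize roots, 3 for each of the treatments N, Aa and Bio. The array carries 1 probe for each of 39372 transcripts of the maize B73 release 5b. The treatments were taken from the sample descriptions, and the 3 arrays of a treatment were treated as independent replicates. Each slide held 1 array of each treatment in the same order of positions, so that an effect of the position on the slide cannot be told apart from an effect of the treatment.

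Per the file headers, the intensity of each spot comes from a scan read with Feature Extraction, which removed trends across the array and subtracted the background, and was not scaled between arrays. The authors also scaled these intensities by 1 factor per array to a common 75th percentile. The ratio of the scaled to the unscaled values was the same for all spots of an array within the rounding, as checked on each array. The unscaled intensities were used, with the scaled ones as an alternative.

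For the comparisons, the intensities of the scanner files, as processed by the authors, were converted to log2 and the log2 of the 75th percentile of all transcripts on the same array was subtracted. This percentile lay between 617.1 and 962.1. Spots that the scanner software marked as non-uniform or as population outliers, 20136 spots or 5.68%, were treated as missing in the tests. On all 9 arrays 99 transcripts were marked, and for these limma gave no value. No spot was saturated. Of the transcripts, 26456 were well above background on all 9 arrays and 5025 on none, as judged by the scanner software. For single arrays the number ranged from 27019 to 32309, and differences between transcripts near background are not resolved. Medians over lists, levels of single transcripts and the overlap of arrays used every spot.

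The tests were made with limma 3.58.1 in R 4.3.3, with lmFit and eBayes without a trend and without the robust option, on all 9 arrays in 1 fit of 3 treatments. The prior degrees of freedom of the fit were 2.44. For the methods' t-test, the p was taken from the t distribution and adjusted by Benjamini-Hochberg, whereas the paper states a p based on permutation and an adjusted Bonferroni correction, which were not repeated here. A transcript was past the threshold at a Benjamini-Hochberg adjusted p of at most 0.01 over all transcripts with a fit and a log2 fold change of at least 1 in size. A value came out for 38453 transcripts in Aa vs. N, 38553 in Bio vs. N and 38619 in Bio vs. Aa. Where the paper calls a transcript specific for Aa or Bio, the difference was tested by Bio vs. Aa. Single measures, such as the mean level of a list, were compared with two-sided exact permutation tests over the 3 arrays against 3, whose smallest p is 0.1.

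Each step was tested on simulated data with 39372 transcripts and the spread of these arrays. In these data limma called 0, 4 and 1 unchanged transcripts in Aa vs. N, Bio vs. N and Bio vs. Aa, and the unadjusted form of the methods' t-test with a fold change of 2 took in 83, 84 and 90.

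The following transcripts are named, by a rule set before the data were examined, as were the comparisons, their tests and all but the 2 alternatives given as added. They are every transcript that the paper names by its identifier in its Results or calls the most changed, the 5 transcripts of the qRT-PCR check and its reference transcript. For each comparison the 3 largest increases and decreases past the threshold were to be added, of which there were none, since limma called 0 transcripts, with 2828, 2717 and 1896 at an unadjusted p below 0.05 and 0 by the methods' t-test after adjustment. Other transcripts of Tables 1 to 4 and of Supplementary Tables 3 to 5 were summarised as lists. The lists were chosen by the study on these arrays, so that a test over them is not independent evidence. Further transcripts named beyond this rule are marked as chosen after their values were seen.

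The gene table used for symbols belongs to the assembly Zm-B73-REFERENCE-NAM-5.0, a later assembly than that of the array. The gene identifiers of 33 of the 64 named transcripts and of 18726 transcripts on the array were found in it. No coordinates were taken from it.

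The alternatives were quantile normalization, the normexp background correction with an offset of 50 fitted on all spots, the 75th percentile over the probes well above background, a filter on dim probes, keeping the marked spots, eBayes with an intensity trend, fits of only the 2 treatments compared, a block for the replicate number or the slide, the scaled values of the authors, the methods' t-test with and without adjustment, an adjusted p of at most 0.05, no minimum of the fold change, and each array left out in turn. The scanner files hold no mean signal of the spots, so that the normexp correction used their median signals. Its fit on all spots raised the lowest values: on 4 arrays the 1% quantile after correction was above the median spot before it, as on N replicate 1 with 2230 against 142. A fit that takes the background from the negative control spots was therefore added after the results of the first fit had been seen. The criterion of a fold change of 2 and no overlap of the arrays was also added after the values were seen.

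The measurements of root growth, nutrient content and qRT-PCR were not analysed here.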

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

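Of the tests in this part, the one without Bio replicate 1 and the one on the correlation within the treatments were chosen only after the result was seen, as was the list itself.

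Transcripts for photosynthesis, which the paper does not discuss as a group, gave a signal that was higher in Bio than in N. The list holds 30 transcripts described as parts of the photosystems or chlorophyll a-b binding proteins. On the arrays 27 were higher in Bio than in N, with a median log2 fold change of 1.62, and all 30 were higher in Bio than in Aa, with a median of 2.19. Between Aa and N, 10 were higher in Aa, with a median of -0.73. The mean level of the list was higher on each Bio array than on each N and Aa array (two-sided exact permutation test, p = 0.1 in both, the smallest that 3 arrays against 3 allow; p = 0.3 for Aa vs. N). Limma called 0 of the 30 in each comparison, with 18 at an unadjusted p below 0.05 in Bio vs. N, 24 in Bio vs. Aa and 8 in Aa vs. N. Adjusted over the list alone, 3 were past the threshold in Bio vs. Aa and 0 in the others, which is not independent evidence because the list was chosen on these values. The paper's own lists hold 11 of the 30 in Bio vs. N, 20 in Bio vs. Aa and 4 in Aa vs. N.

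The values argue against a single array as the whole cause. Without Bio replicate 1, which had the highest mean level, the median of Bio vs. Aa was 1.69, above the spread of the list's mean between arrays (pooled SD 0.82), and that of Bio vs. N was 1.09. They also argue against the scaling between arrays, since quantile normalization gave a median of 2.10 in Bio vs. Aa, with 29 higher and 1 lower relative to the median of all transcripts. Under the normexp fits, 26 and 28 of the 30 were higher in Bio than in N on that basis, for the fit on all spots and on negative controls.

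What stays open is where the transcripts come from. Within the treatments they rose and fell together from array to array, with a mean correlation between transcripts of 0.561, whereas the highest of 1000 random lists had 0.125. This is consistent with a share of green tissue that may have varied between the root samples and been largest in Bio. It does not exclude a common control of these transcripts in root plastids that responds to the protein hydrolysate, and no test made here separates these. The level of chlorophyll a-b binding protein 2 (GRMZM2G429955_T01) was 2.64 ± 1.85 (SD, n = 3) in Bio, -1.35 ± 1.57 in N and -3.55 ± 3.22 in Aa, which leaves a wide spread between arrays of each treatment. The position on the slide, which was the same for all arrays of a treatment, is open as well.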

How the results depend on the processing

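Of the alternatives in this part, the normexp fit on negative controls and the criterion of a fold change of 2 and no overlap were chosen only after the results had been seen.

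The counts of transcripts past the threshold of limma were 0 under each alternative with limma. Over 25 reported counts, which cover the comparisons, the shared transcripts and the lists, 575 of 575 values under alternatives that use limma or the adjusted t-test were 0. The smallest adjusted p over the 13 alternatives with limma other than leaving out arrays lay between 0.0469 and 0.732 in Aa vs. N, 0.0255 and 0.877 in Bio vs. N and 0.0700 and 1.00 in Bio vs. Aa. With each array left out in turn, where a treatment keeps 2 arrays and limma pools their spread with the others, it lay between 0.0183 and 0.791, 0.0508 and 0.778, and 0.0772 and 0.973. The number of transcripts at an unadjusted p below 0.05 moved more. Over these alternatives it ranged from 661 to 3903 in Aa vs. N, 552 to 6792 in Bio vs. N and 72 to 2954 in Bio vs. Aa. The lowest numbers came from the normexp fit on all spots, and the highest from the replicate block except in Bio vs. N, where the normexp fit on negative controls gave 6792. That fit moved the median log2 fold change of all transcripts to 0.05, 0.16 and 0.13 in Aa vs. N, Bio vs. N and Bio vs. Aa, and in the other comparisons gave 2876 and 2427. With arrays left out it lay between 1669 (without Aa replicate 2) and 3215 (without Bio replicate 2) in Aa vs. N, 2020 (without Bio replicate 1) and 4565 (without Bio replicate 2) in Bio vs. N, and 1041 (without Aa replicate 2) and 3589 (without Bio replicate 3) in Bio vs. Aa, against 2828, 2717 and 1896 with all arrays. Leaving out Aa replicate 2, Bio replicate 2, Bio replicate 3 or N replicate 2 (1813 in Aa vs. N) therefore changed such a number by over 1.5 times, while limma called 0 in each of these fits.

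The main fit did not take the replicate numbers as a pairing of the arrays. Most arrays with the same number did deviate together. Across transcripts, the correlations of their deviations from the treatment means were above 0.1 for 8 of the 9 pairs. They ran from 0.0087, for replicate 1 of Bio and N, to 0.343. With a replicate block in the fit, limma called 0 transcripts in each comparison. At an unadjusted p below 0.05 there were then 3903, 3813 and 2954, against 2828, 2717 and 1896 without the block. A block for the slide gave the same values, as each slide holds the arrays of 1 replicate number.

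The counts moved under 2 alternatives, of which neither adjusts p for the number of transcripts, and this construction shows the cause. The methods' t-test at an unadjusted p of at most 0.01, taken from the t distribution, gave 225 transcripts in Aa vs. N, 102 in Bio vs. N and 57 in Bio vs. Aa, of which 147, 62 and 26 are in the paper's lists in the printed direction. Shared by only a pair of comparisons were 17 (Aa vs. N and Bio vs. N), 5 (Aa vs. N and Bio vs. Aa) and 4 (Bio vs. N and Bio vs. Aa). In Aa vs. N it gave 4 cell wall transcripts, 4 stress transcripts, 9 for transport, 4 for hormones and 9 for the regulation of transcription. The numbers in Bio vs. N were 1 for the cell wall, 3 for transport, 4 for hormones and 4 for the regulation of transcription, and in Bio vs. Aa 1 for stress and 1 for transport. A fold change of 2 and no overlap, which 10% of transcripts show by chance in the second respect, gave 1518, 909 and 664 transcripts, of which 963, 587 and 383 are listed in that direction. Shared by only a pair were 354, 144 and 118 in the same order, and 6 by all 3 comparisons. In Aa vs. N, Bio vs. N and Bio vs. Aa it gave 18, 6 and 7 cell wall transcripts, 38, 14 and 6 stress transcripts, 52, 30 and 20 for transport, 29, 16 and 3 for hormones and 88, 60 and 32 for the regulation of transcription.

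Of the 128 log2 fold changes of named transcripts, those below changed direction, and the cause was not tested. Under the normexp fit on all spots there were 15, of which 8 also did relative to the median of all transcripts. In Aa vs. N these were GRMZM2G027378_T01 (0.82), GRMZM2G152555_T01 (-0.027), GRMZM2G009045_T01 (0.99), GRMZM2G471931_T01 (-0.17), GRMZM2G012546_T01 (-0.57) and GRMZM2G165836_T01 (-0.16). In Bio vs. N they were GRMZM2G096958_T01 (-0.015), GRMZM2G180568_T01 (-0.35), GRMZM2G152555_T01 (-0.081), GRMZM2G335218_T01 (0.20), GRMZM2G009045_T01 (0.18), GRMZM5G806774_T01 (-0.40), GRMZM2G155680_T01 (-0.24) and GRMZM2G055607_T01 (-0.36), and in Bio vs. Aa GRMZM2G024131_T01 (0.18). The normexp fit on negative controls gave 0.10 for GRMZM2G024131_T01 in Bio vs. Aa and 0.071 for GRMZM2G413263_T01 in Bio vs. N, both no longer reversed relative to the median of all transcripts. Under quantile normalization GRMZM2G050321_T01 changed to -0.073 in Bio vs. Aa, and with the 75th percentile over probes well above background GRMZM2G180547_T01 to -0.0099 in Bio vs. Aa. With the marked spots kept, and so also under the criterion of no overlap, GRMZM2G027378_T01 was 0.036 in Aa vs. N. With arrays left out in turn, the range in Bio vs. Aa was -0.59 to 0.74 for GRMZM2G180547_T01, -0.26 to 0.22 for GRMZM2G152555_T01, -0.22 to 0.63 for GRMZM2G050321_T01 and -0.092 to 0.57 for GRMZM2G141473_T01. In Aa vs. N it was -0.20 to 0.027 for GRMZM2G027378_T01 and -0.11 to 0.61 for GRMZM2G471931_T01. The other alternatives reversed none of the values they gave, which were all 128 except under the filter on dim probes, with 108.

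The signal over background limits what can be said of single transcripts. Of the 75 values of named transcripts with a direction stated in the paper, 52 had all 6 arrays well above background and 4 had none, for which no fold change can be given. The filter on dim probes left 29340, 28819 and 28919 transcripts to be tested, in which limma called 0, with 2677, 2511 and 1666 at an unadjusted p below 0.05.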

Differences from the paper's values

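The paper reports 995 transcripts (the paper's value) in Aa vs. N, 587 in Bio vs. N and 431 in Bio vs. Aa, where limma called 0, 0 and 0, with 2828, 2717 and 1896 at an unadjusted p below 0.05. As shared by only a pair of comparisons the paper gives 190 transcripts by Aa vs. N and Bio vs. N, 79 by Aa vs. N and Bio vs. Aa and 51 by Bio vs. N and Bio vs. Aa, where limma called 0 in each pair, with 956, 518 and 624 of all transcripts on the array at an unadjusted p below 0.05 in both, those in all 3 comparisons included. For the regulation of transcription the paper's counts are 89, 61 and 35 in Aa vs. N, Bio vs. N and Bio vs. Aa, for Table 1 they are 18, 6 and 7 and for Table 2 38, 14 and 6, and limma called 0 in each. At an unadjusted p below 0.05 in limma these lists gave 67, 51 and 20, then 14, 6 and 5, and 28, 12 and 5. The paper's lists themselves hold 88, 60 and 32 transcripts with the term for the regulation of transcription. Of the 23 alternatives set before the data were examined, 0 brought any of these counts to within 1.5 times the paper's. The methods' t-test without adjustment, here with the p of the t distribution and not the paper's p based on permutation, came nearest among them, with 225, 102 and 57 transcripts, of which 147, 62 and 26 are in the paper's list for that comparison with the printed direction, and with adjustment it gave 0. A fold change of at least 2 with no overlap of the arrays, chosen after seeing the values, was met by 1518, 909 and 664 transcripts (10% of transcripts separate by chance) and by every transcript of the paper's lists. For the lists of Tables 1 and 2 and of the regulation of transcription this criterion gave 18, 6 and 7, 38, 14 and 6, and 88, 60 and 32, and for the transcripts shared by only a pair of comparisons 354, 144 and 118. The paper gives 2 transcripts as shared by all 3 comparisons, where limma called 0, with 55 at an unadjusted p below 0.05 in each, and the criterion chosen after seeing the values gave 6.

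Of 78 fold changes of named transcripts set beside the paper's, 4 differ in sign or by more than the standard deviation between arrays on the log2 scale. Where 1 of the treatments was well above background on no array, the lower bound had to exceed the paper's value by over 1.5 times. Transcripts well above background on no array of both treatments are not among the 78. Gaps of over 1.5 times within these limits were found for 5 values other than bounds, given here as the paper's and that on the unmarked spots: in Aa vs. N -63 and -174 for GRMZM2G024996_T01, -2.19 and -3.38 for GRMZM2G073044_T01, 9.84 and 16.0 for GRMZM2G034956_T01 and 6.13 and 3.73 for GRMZM2G438840_T01, and in Bio vs. Aa -4.26 and -2.80 for GRMZM2G335218_T01. For GRMZM2G139639_T01 in Aa vs. N the paper's value is -2.78, where the signals gave -6.6. As it was well above background on no Aa array, only its bound, at least 2.07-fold lower, was compared. For chlorophyll a-b binding protein 2 (GRMZM2G429955_T01) the paper's fold change in Bio vs. Aa is 72.84 and that on the unmarked spots 909. The normexp fit on all spots and the fit with the marked spots kept, both set before the data were examined, bring it to the paper's, and the other 20 of the 22 alternatives that give a value do not. For the K channel transcript AC234152.1_FGT007 the paper's fold change in Bio vs. Aa is -2.28 and that on the arrays 2.28, under each of the 22 alternatives in the direction opposite to the paper's. For GRMZM2G165836_T01 the paper's fold change in Aa vs. N is -2.77, where the arrays gave 2.97. Under 0 of the 23 alternatives is the paper's value reached. For GRMZM2G413263_T01 the paper's value in Bio vs. Aa is -2.37, whereas the signal was higher on each Bio array than on each Aa array (a ratio of 2.37 between signals near background). As it was well above background on no Aa array and 1 Bio array, no fold change can be given and only the direction was compared, which under 0 of the 22 alternatives was the paper's.

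Of the 75 values of named transcripts for which the paper states a direction, 73 had it on the arrays. The other 2 were AC234152.1_FGT007, given above, and the peptide transporter transcript GRMZM2G015767_T01, which the paper describes as lower in Bio than in Aa and whose signal was higher on each Bio array, though well above background on no array of either treatment. AC197054.3_FGT002, which the paper's list gives as lower in Bio than in Aa, was also higher on the Bio arrays and well above background on no array of either treatment; neither of these 2 values is among the 78. The paper describes the bHLH family as mostly higher in each comparison. On the arrays 10 of 14 were higher in Aa vs. N and 5 of 7 in Bio vs. N, but in Bio vs. Aa 1 was higher and 3 were lower.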

Other observations

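Of the tests in this part, those on the p of the t distribution, on exchanged values and turned signs in the supplementary lists, on the splits within slides, on the spots outside the bands of Bio replicate 1, on the shuffles by transcript and on the mean of the transcripts for phytosiderophore synthesis were chosen only after the result was seen.

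How the paper's lists were chosen from the transcripts with a fold change of 2 and no overlap of the arrays is not clear from the values. A p of the t distribution at 0.01 is argued against, since 86.5% of the listed transcripts had a larger p in the methods' t-test. The paper states a p based on permutation, which over all splits of 3 arrays against 3 cannot fall below 0.1 and was not repeated here. The share listed was also not highest at the lowest p except in Aa vs. N: of the transcripts that met the criterion in Aa vs. N, parted by p into 3 sets of like size, 68.8, 63.2 and 64.6% were listed from the lowest to the highest p, in Bio vs. N 61.4, 64 and 68.3%, and in Bio vs. Aa 56.3, 71 and 67.4%. A draw made separately for each comparison without regard to the size of the t statistic is argued against for Aa vs. N and Bio vs. N, where 192 of the 360 transcripts that met the criterion in both, those in all 3 comparisons included, were listed in both and 152 were to be found by such a draw (SD 9.37). For Aa vs. N and Bio vs. Aa the numbers were 81 and 63.8 (SD 6.06), but for Bio vs. N and Bio vs. Aa 53 and 52 (SD 5.49), so that the draw stays open for that pair. The limit of the fold change and the gap between the arrays are met by all listed transcripts, and what set the listed apart from the others stays open.

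Whether the counts exceed those of other groupings of the same arrays was counted over the 10 ways to split 6 arrays into 3 and 3, with limma fitted to the 6 arrays alone. At an unadjusted p of at most 0.01 and a fold change of 2, the real split gave 739 transcripts in Aa vs. N and was the only 1 of the 10 as large (others 43 to 440). In Bio vs. N it gave 356, and 3 of the 10 were as large (others 142 to 1018), and in Bio vs. Aa 175, with 5 of the 10 (others 94 to 887). By fold change and no overlap, which 10% of transcripts show by chance in the second respect, the number of splits as large was 1 in Aa vs. N (others 154 to 1110), 2 in Bio vs. N (452 to 1906) and 3 in Bio vs. Aa (302 to 1758). Chance cannot be excluded for any comparison, as 10 splits never give a share below 0.1. The largest counts came from setting Bio replicates 1 and 3 and N replicate 3 against the rest in Bio vs. N (1018) and Bio replicates 1 and 2 and Aa replicate 1 against the rest in Bio vs. Aa (887). All the splits with a count above the real one put both arrays of 1 or more slides on the same side. Of the 4 splits that leave 1 array of each slide on each side, the real one gave the largest count in each comparison: at the limits of p and fold change, the others gave 43 to 150 in Aa vs. N, 142 to 187 in Bio vs. N and 94 to 138 in Bio vs. Aa, and by fold change and no overlap 154 to 444, 452 to 567 and 329 to 397. As 4 splits never give a share below 0.25, these counts do not exclude chance either.

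Bio replicate 1 stood apart from the other arrays: 1056 transcripts were at least 2 times higher on it than on every other array, against 133 to 328 for each of the others. The scaling between arrays is argued against, since the count was 861 under quantile normalization (others 151 to 367). Spots marked as outliers are argued against too, as 1.99% of these spots were marked, and 4.17% of all spots on that array. Probes near background remain, since 28.5% of these probes were well above background on that array, and 68.6% of all probes. A stain or another fault on part of the array may explain many of them: 1 of 10 bands across the array held 32.6%, and the last 2 bands together 58.0%, where they hold 19.6% of all probes and 3.76 to 14.4% of the like transcripts of the other arrays. Outside these bands 444 transcripts were left, still above the other arrays, of which the highest had 288. A difference of that sample of roots was not tested and stays open for those. Of the 30 transcripts for photosynthesis 13 are among the 1056, and 8 of the 30 lie in the 2 bands.

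In the supplementary lists, the printed fold change differed by more than 0.02 on the log2 scale from that on the arrays for 75 of 995 transcripts in Aa vs. N, 46 of 587 in Bio vs. N and 94 of 431 in Bio vs. Aa. All other printed values were those of the arrays with every spot kept. The 46 of Bio vs. N equal the arrays' fold change of Bio vs. Aa, and 46 of those of Bio vs. Aa equal that of Bio vs. N, as if both had been exchanged for transcripts listed in both. The other 48 of Bio vs. Aa equal the arrays' fold change with the opposite sign. The 75 of Aa vs. N belong to transcripts also listed in Bio vs. Aa, and 75 of the 75 equal the fold change of another of these transcripts, against a median of 46 and at most 57 for random transcripts of the list. These matches are consistent with values moved while lists were joined, a candidate explanation that the arrays alone cannot settle.

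The fold changes of Aa vs. N and Bio vs. N had a correlation of 0.597 across transcripts. Whether the N arrays shared by both comparisons could give this was tested with unchanged treatments simulated from the deviations of the arrays, which gave a median of 0.507. When whole arrays were shuffled, 30 of 100 draws were as high, so that the shared arrays and a common response to organic N cannot be told apart, because whole arrays vary together and there are 9 of them. When each transcript was shuffled by itself, which takes away what arrays share, the draws gave 0.476 to 0.523. The share of transcripts with a fold change of 2 in both that had the same sign was 97.3%, and 90.7 to 95.5% in these draws.

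A rise of the transcripts for nicotianamine and phytosiderophore synthesis under Bio like that under Aa stays open. Their mean was 1.64 higher in Bio than in N, but the arrays overlapped (exact permutation test over the 6 arrays, p = 0.3). Without Bio replicate 3, which shares its slide with the highest N array, it was 0.84 higher. On each slide the Bio array had the higher mean, by 1.19, 1.80 and 1.93, where 3 slides cannot give an exact p below 0.25. The Aa array exceeded the N array by 3.09, 5.26 and 2.24 on the same slides.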
